# Ethanol-induced cerebellar transcriptomic changes in a postnatal model of fetal alcohol spectrum disorders: Focus on disease onset

**DOI:** 10.3389/fnins.2023.1154637

**Published:** 2023-03-16

**Authors:** Kalee N. Holloway, James C. Douglas, Tonya M. Rafferty, Ania K. Majewska, Cynthia J. M. Kane, Paul D. Drew

**Keywords:** FASD, microglia, astrocytes, oligodendrocytes, transcriptomics

## Abstract

Fetal alcohol spectrum disorders (FASD) are a group of neurodevelopmental disorders caused by ethanol exposure *in utero*, which can result in neurocognitive and behavioral impairments, growth defects, and craniofacial anomalies. FASD affects up to 1-5% of school-aged children in the United States, and there is currently no cure. The underlying mechanisms involved in ethanol teratogenesis remain elusive and need greater understanding to develop and implement effective therapies. Using a third trimester human equivalent postnatal mouse model of FASD, we evaluate the transcriptomic changes induced by ethanol exposure in the cerebellum on P5 and P6, after only 1 or 2 days of ethanol exposure, with the goal of shedding light on the transcriptomic changes induced early during the onset and development of FASD. We have highlighted key pathways and cellular functions altered by ethanol exposure, which include pathways related to immune function and cytokine signaling as well as the cell cycle. Additionally, we found that ethanol exposure resulted in an increase in transcripts associated with a neurodegenerative microglia phenotype, and acute- and pan-injury reactive astrocyte phenotypes. Mixed effects on oligodendrocyte lineage cell associated transcripts and cell cycle associated transcripts were observed. These studies help to elucidate the underlying mechanisms that may be involved with the onset of FASD and provide further insights that may aid in identifying novel targets for interventions and therapeutics.

## Introduction

Fetal Alcohol Spectrum Disorders (FASD) are a leading cause of preventable developmental abnormalities around the world, and result in a range of clinical outcomes that can include craniofacial anomalies, neurological malformations, cognitive and behavioral impairment, and growth defects (Hoyme et al., 2016). FASD are not only devastating to affected individuals, but also have significant economic impact globally (Greenmyer et al., 2018; Sokol, 2018). The global prevalence of FASD varies by region, with a mean of 0.8 percent (Lange et al., 2017). The prevalence has been estimated to be as high as 1-5 percent of school age children in the United States (May et al., 2018). There is no cure for FASD, and elucidation of the underlying mechanisms which regulate development of these disorders is needed to generate effective therapies.

Fetal ethanol exposure can induce neuropathology in multiple brain regions, including the cerebellum. Human studies have demonstrated cerebellar susceptibility to ethanol exposure during development, including diminished cerebellar volume and white matter abnormalities, which likely contribute to impaired motor coordination, and learning and memory deficits often found in individuals with FASD (Riley and McGee, 2005; Lebel et al., 2008; Norman et al., 2009).

Rodent models of FASD have been valuable in studying fetal ethanol exposure. In mice for instance, the first two postnatal weeks coincide with the third trimester of human gestation (Clancy et al., 2001), a critical period for cerebellar development. During this time the cerebellum undergoes a period of secondary neurogenesis, cell migration, and synaptogenesis. This period also exhibits oligodendrocyte maturation and myelination (Rice and Barone, 2000; Camarillo and Miranda, 2007; Wilhelm and Guizzetti, 2016). Rodent studies using third trimester equivalent ethanol exposure paradigms have shown ethanol-induced cerebellar alterations associated with activation of both astrocytes and microglia. The activation states of these cells can affect their overall function, including changes in expression of pro-inflammatory molecules, suggesting ethanol-induced cerebellar neuroinflammation could be associated with FASD (Kane et al., 2011; Drew et al., 2015; Topper et al., 2015).

In recent years, RNA sequencing (RNAseq) has become more readily accessible and cost efficient making it a highly effective tool to assess ethanol-induced transcriptomic changes in the CNS (Farris and Mayfield, 2014; Berres et al., 2017; Erickson et al., 2019; Pinson et al., 2021). Using our neonatal model of FASD, in which mice were treated with ethanol on postnatal days (P) 4-9 and tissues harvested on P10, we recently reported that ethanol stimulated transcriptomic changes associated with cell cycle and microglia regulation, and oligodendrocyte lineages in the cerebellum (Pinson et al., 2021). In the current studies, we evaluated ethanol-induced transcriptomic changes in the cerebellum on postnatal days 5 and 6 in this FASD model. These findings may provide further insight into the underlying mechanisms associated with the early onset of FASD as well as identifying potential targets for clinical interventions and therapeutics.

## Materials and methods

### Animals

C57BL/6J mice were purchased from The Jackson Laboratory (Bar Harbor, ME; stock #000664) and housed in the federally approved Division of Laboratory Animal Medicine facility at the University of Arkansas for Medical Sciences (UAMS) where an in-house breeding colony was established to produce experimental animals. All animal use protocols were reviewed and approved by the UAMS Institutional Animal Care and Use Committee. Individually housed pregnant dams were kept on a 10:14 hour light:dark cycle in static cages on an open-air rack and were checked twice daily for birth of pups, with postnatal day 0 (P0) being designated as the day of birth. Cages were changed weekly or as needed. Dams were allowed unlimited access to food and water for the duration of the experiments. Experimental litters contained 4-8 neonates that were distributed among treatment groups, Ethanol (E) or vehicle Control (C) and were separated according to sex as evenly as possible for each individual litter. Handled-only, untreated Control animals were not included in this study, based on no difference for analogous endpoints from previous studies (Kane et al., 2011; Drew et al., 2015). On P4-5, Ethanol treated animals were administered 4 g/kg/day of ethanol in 20% intralipid (Fresenius Kabi, Uppsala, Sweden) while Control animals received 20% intralipid in which ethanol was substituted with an equal volume of water. Ethanol and water were administered via intragastric gavage. On P5 or P6, 24 hours after the last ethanol treatment on P4 or P5, respectively, animals were anesthetized using isoflurane vapor and transcardially perfused with phosphate-buffered saline containing 5 U/mL heparin. The brain was removed, the cerebellum was microdissected, flash-frozen in liquid nitrogen, and stored at −80°C until used for RNA isolation and subsequent sequencing. 1 male and 1 female Control, and 1 male and 1 female Ethanol were randomly selected from each of 3 litters for sequencing on P5 and P6 (N = 6 total litters, 3 male/3 female per treatment group, per timepoint). To determine mean Blood Ethanol Concentration (BEC), 3 separate litters were treated with ethanol as described above and blood was collected from half of each litter on either P4 or P5, 90 minutes after ethanol administration. Briefly, animals were anesthetized using isoflurane vapor and trunk blood was collected in heparinized capillary tubes following decapitation. Blood was centrifuged at 4000 RPM for 5 minutes and serum was removed for BEC determination using an Analox AM1 alcohol analyzer (Analox Technologies USA, Atlanta, GA) and companion Alcohol Reagent Kit (Analox #GMRD-113) according to manufacturer specifications. P4 mean BEC was 324.6 mg/dL ± 7.2 mg/dL SEM, (*n* = 7 male, 4 female) and P5 mean BEC was 333.7 mg/dL ± 12.6 mg/dL SEM, (*n* = 7 male, 5 female).

### Isolation of RNA, RNA-seq library preparation, and sequencing

Frozen cerebellar tissues were rapidly thawed and homogenized in Qiazol with 0.5 mm glass beads (Qiagen #13116-50) in a PowerLyzer 24 homogenizer (Qiagen #13155) for 30s at 3500 rpm. Total RNA was isolated using an miRNeasy Mini kit (Qiagen #217084) and DNA was removed with on-column DNase1 digestion (Qiagen #79254) following manufacturer protocol (Qiagen, Valencia, CA). RNA quantity was evaluated using the Qubit 3.0 fluorometer with the Qubit Broad-Range RNA Assay kit (Thermo Fisher Scientific, Waltham, MA). RNA quality was assessed using the Agilent Fragment Analyzer with the Standard Sensitivity RNA Gel Kit (Agilent Technologies, Santa Clara, CA). RNA-seq libraries were prepared using the Illumina TruSeq mRNA Library Prep Kit with TruSeq unique dual-indexed adapters (Illumina, San Diego, CA). Libraries were quantified with the Qubit 1X dsDNA High-Sensitivity NGS Gel Kit (Thermo Fisher), and additionally characterized for functionality with the KAPA Library Quantification Kit (Roche, Basel, Switzerland) and for fragment size using the Agilent Fragment Analyzer with the High-Sensitivity NGS Gel Kit (Agilent). According to manufacturer’s specification for clustering, library molarities were calculated followed by dilution and denaturation. Control and Ethanol-exposed animals were clustered on a high-output NextSeq 500 flow cell and paired-end sequenced with 150-cycle SBS kit for 2 × 75 reads (Illumina).

### Bioinformatic analysis

Raw RNA-sequence data [NCBI gene expression omnibus (GEO) series succession number GSE226532 (Edgar et al., 2002)] was analyzed to identify significant differences in mRNA gene expression and global biological pathways associated with alterations of cerebellar genes between Control and Ethanol treatment groups. Using the Nextflow RNAseq pipeline, nf-core/rnaseq (version 3.4) available at DOI: 10.5281/zenodo.1400710, RNAseq reads were quality-checked, trimmed, and aligned, with the resulting gene counts transformed to Log_2_ counts per million (CPM) and lowly expressed genes were filtered out (Liao et al., 2014). Libraries were normalized by trimmed mean of M-values (Robinson and Oshlack, 2010). To calculate differential gene expression, the Limma R package was used (Ritchie et al., 2015). Genes with an adjusted p-value (adj. *p* < 0.05) were considered statistically significant and Log_2_ fold change values were calculated for Ethanol compared to Control.

Heatmaps, principal component analysis (PCA), and volcano plots were generated in R from the processed differential gene expression data. Specifically, the *EnhancedVolcano* package was used to generate the volcano plots (Blighe et al., 2022). Utilizing the ‘‘Core Expression Analysis’’ in the QIAGEN Ingenuity Pathway Analysis (IPA) software (QIAGEN Inc.)^1^, pathway and network analysis were conducted. In IPA, the analysis parameter setting for “species” was set to “mouse” and the “tissues and cell lines” parameter was set to “brain”. The gene cut off criteria was set to an adj. *p* < 0.05. Once all analysis parameters were set, the analysis was run.

Publicly available single-cell RNA seq (scRNA-seq) resources were used to investigate the specific cell types and cellular processes that may be altered by ethanol exposure in the cerebellum in our dataset. We and others have used this analysis technique to deduce cell composition of bulk RNAseq tissue previously (Jew et al., 2020; Pinson et al., 2021). Subsequently, we compiled a list of 822 microglia associated genes (Supplementary Table 1A), 309 astrocyte associated genes (Supplementary Table 2), and 799 oligodendrocyte lineage associated genes (Supplementary Table 3) utilizing this approach (Zeisel et al., 2015; Artegiani et al., 2017; Sousa et al., 2018; Jurga et al., 2020; Ochocka and Kaminska, 2021).

Cell type specific gene lists were further characterized by transcripts associated with specific phenotypes for each of the glial cell populations. Microglia associated genes, for example, were subcategorized into transcripts related to homeostasis or neurodegenerative diseases (Keren-Shaul et al., 2017; Krasemann et al., 2017; Butovsky and Weiner, 2018; Tatsuyuki Matsudaira, 2022) (Supplementary Table 1B). Astrocyte associated genes were subcategorized into transcripts related to acute injury, chronic injury, or pan-injury, with pan-injury including genes associated with both acute and chronic reactive astrogliosis (Das et al., 2020) (Supplementary Table 2). Oligodendrocyte lineage cell associated genes were subcategorized into transcripts related to oligodendrocyte precursor cells (OPCs), committed oligodendrocyte precursor cells (COPs), newly-formed oligodendrocytes (NFOL), myelin forming oligodendrocytes (MFOL), and mature oligodendrocytes (MOL) (Zeisel et al., 2015, 2018; Artegiani et al., 2017) (Supplementary Table 3).

Each of these phenotype specific lists was cross-referenced to the transcripts significantly dysregulated by Ethanol (adj. *p* < 0.05) when compared to Control in our data set for both P5 and P6 and was tested for statistical significance. To accomplish this, R statistical software was utilized to generate individual z-scores for each transcript of interest and each experimental animal within a given phenotype list. These z-scores were then averaged across transcripts for each individual animal. Control versus Ethanol groups were then tested for statistically significant variance in R by two-tailed, student’s t-test, and graphical results were generated.

Our previous studies demonstrated that ethanol altered the expression of molecules associated with various stages of the cell cycle in our FASD model in which animals were treated with ethanol from P4-P9 and cerebellar RNA isolated on P10 (Pinson et al., 2021). In the current study, we performed similar analysis to determine if ethanol altered cell cycle progression during the onset of FASD in this model. Thus, from the Mouse Genome Database Gene Ontology Browser (Bult et al., 2019), we extracted gene lists associated with positive and negative regulation of both G1-S phase transition and G2-M phase transition. Average z-score analysis was conducted in a manner consistent with the glial cell types above.

## Results

### Cerebellar differential gene expression following the onset of ethanol exposure in the third trimester

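Cerebellar RNA of 24 neonatal mice was sequenced, from 12 animals given ethanol (Ethanol) and 12 given vehicle (Control). Ethanol was given by gavage at 4 g/kg/day in intralipid, the vehicle of the Control animals, from P4 on, in a mouse model of exposure during the third trimester of human pregnancy. The paper's design holds 3 males and 3 females per treatment at each of P5 and P6. The labels used here give the treatment and a number for each animal and not its age, sex or litter, so every value is for 12 Ethanol against 12 Control animals with P5 and P6 together, and none is for 1 age. In numerical order the animal numbers fall into 6 runs of 4 animals, 2 Ethanol and 2 Control in each. The paper drew 1 male and 1 female of each treatment from each of 6 litters, which matches the runs in number. Xist, the RNA that coats the inactive X chromosome, was high in 1 Ethanol and 1 Control library of each run, which matches in sex. Neither the labels nor the paper ties an animal number to a litter. The labels name the tissue as brain, and the paper as cerebellum. The labels also describe another homogenizer and another RNA kit (a Bullet Blender and an RNeasy Lipid kit) than the paper's methods (a PowerLyzer and an miRNeasy kit), and the sources used here do not settle which applies. Polyadenylated RNA was made into libraries with the Illumina TruSeq mRNA kit and sequenced paired-end.
The authors checked, trimmed and aligned the reads with the nf-core/rnaseq pipeline, and the submitters' processing notes name STAR, Salmon, limma and the mouse build GRCm39, with no versions. The deposited values are estimated counts per gene in 55416 rows, and 10.918% of them lie further than 0.01 from a whole number. Total counts ranged from 29039869 to 38696572 per Control animal (median 32396050) and from 26982510 to 38804909 per Ethanol animal (median 32756288). No pair of libraries was as close as a library counted a second time would be: over the 276 pairs the lowest mean chi-square was 5.623 per gene, where sampling noise gives 1.
The paper transformed counts to log2 CPM, removed genes with low counts, normalized by TMM and tested with limma. Here the counts were rounded, 17736 genes with enough counts were kept and scaled by TMM, and edgeR's quasi-likelihood test compared Ethanol with Control. Values of single genes are CPM on TMM-scaled library sizes, and the p-values of genes are adjusted by the Benjamini-Hochberg method over all genes tested. Genes whose transcripts nearly match those of another gene carry estimated counts that depend on how Salmon split the reads.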

We evaluated gene expression profiles at P5 and P6, 24 and 48 hours, respectively, after ethanol exposure began. First, a principal component analysis (PCA) was performed on male and female Control and Ethanol treated animals to evaluate distinct differences between the two datasets at P5 and P6 (Figures 1A, B). 

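Ethanol and Control animals separated along the third principal component of log2 CPM, which held 9.19% of the variance. Its scores were 9.25 ± 7.82 (SD, n = 12) in Ethanol and -9.25 ± 9.22 (SD, n = 12) in Control animals, and 12 of 12 Ethanol animals lay above the Control median (two-sided permutation test, p = 5e-05, adjusted p = 0.00025 over 5 components). The first component held 19.5% of the variance and had Ttr, the transthyretin gene that marks choroid plexus, as its highest-weighted gene; 8 of its 20 highest-weighted genes are choroid plexus markers. Its scores were 4.41 ± 15.9 (SD, n = 12) in Ethanol and -4.41 ± 20.2 (SD, n = 12) in Control animals (adjusted p = 0.413, permutation test). Ttr stood at 1.15 to 3.57 CPM in 2 Ethanol and 2 Control animals (Ethanol X4568 and X4766, Control X4761 and X4770) and at 322 to 5050 CPM in the other 20. The second component, 10.8% of the variance, was led by Xist, the RNA that coats the inactive X chromosome, and by genes of the Y chromosome, and it did not separate the groups (adjusted p = 0.783). The fourth component, 7.68% of the variance, had an adjusted p of 0.0445. Components of the same number need not be the same axis in another decomposition: on the 500 genes of highest variance the third separated the groups (adjusted p = 0.00235) and the fourth did not (adjusted p = 0.786). With each gene scaled to unit variance, the second (15.7% of the variance, adjusted p = 0.0001, 12 of 12 Ethanol animals above the Control median) and the third (adjusted p = 0.0311, 10 of 12) separated them, and the fourth did not (adjusted p = 0.626).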

The first and second principal components encapsulate gene expression patterns that differentiate Control versus Ethanol treated animals. The PCA analysis suggested there were minimum sex differences in the ethanol regulation of gene expression, thus we combined sexes for the remainder of the analysis. Secondly, hierarchical clustering analysis using Pearson correlation was conducted on those genes that were identified as significantly dysregulated by ethanol (adj. *p* < 0.05) at P5 and P6 (Figures 1C, D). 

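Over P5 and P6 together, 1608 genes were higher and 1028 lower in Ethanol than in Control animals among the 17736 tested, so that 61.0% of the changed genes were higher. Of these, 159 were higher and 106 lower by a log2 fold change of at least 0.5. Chac1, an enzyme that degrades glutathione and is induced by the integrated stress response, rose from 3.77 ± 0.661 CPM (SD, n = 12) in Control to 13.4 ± 6.12 CPM (SD, n = 12) in Ethanol animals, a log2 fold change of 1.83 (SE 0.23, adjusted p = 3.05e-05). Serpina3n, a protease inhibitor that reactive astrocytes release, rose from 5.43 ± 2.31 to 17.1 ± 5.89 CPM, a log2 fold change of 1.66 (SE 0.22, adjusted p = 5.06e-05) from edgeR. Its test of a difference between runs of animal numbers gave an adjusted p of 0.00492, did not pass without run 1, and belongs to a count of genes that 3 of 50 groupings reached.
Trib3, a pseudokinase of the same stress response, had a log2 fold change of 1.41 (SE 0.23, adjusted p = 0.000217), the asparaginase gene Aspg one of 1.40 (SE 0.26, adjusted p = 0.000887) and Slc7a3, a carrier of basic amino acids, one of 1.19 (SE 0.21, adjusted p = 0.000716). Lcn2, a lipocalin of the acute phase response, had a log2 fold change of 2.71 (SE 0.77, adjusted p = 0.0199), which was 1.76 (adjusted p = 0.0658) without the animal Ethanol X4760 and 3.42 (adjusted p = 0.00574) without Control X4762. With limma-trend it was 1.90 (adjusted p = 0.0531) and with limma-voom 1.92 (adjusted p = 0.127); in edgeR its adjusted p was 0.059 without the 4 libraries low in Ttr, and without runs 1, 3 and 4 of the animal numbers it was 0.08, 0.0524 and 0.0527. Among the genes that fell were Arrdc3, an arrestin-domain protein, at -0.85 (SE 0.13, adjusted p = 0.000163), Wfikkn1, a secreted protease inhibitor, at -0.76 (SE 0.14, adjusted p = 0.000493), and the predicted gene Gm26813 at -1.04 (SE 0.16, adjusted p = 0.000103). These values are from edgeR.
With upper-quartile scaling in place of TMM, 1373 genes were higher and 1396 lower, 49.6% of them higher. The count of lower genes was 662 with no filter on low counts, 1582 with 3 surrogate variables and 612, beside 1206 higher, without the 4 libraries low in Ttr; past a log2 fold change of 0.5 a stricter filter left 100 higher and 40 lower genes, and no filter gave 164 lower genes.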

Volcano plot analysis identified 2,440 genes that were significantly dysregulated (adj. *p* < 0.05 and log_2_FC ± 0.5) at P5 and 1,348 genes at P6. Of the 2,440 genes at P5, 1,419 were upregulated and 1,021 were downregulated (Figure 1E). Of the 1,348 genes at P6, 840 were upregulated and 508 were downregulated (Figure 1F).

**FIGURE 1:**
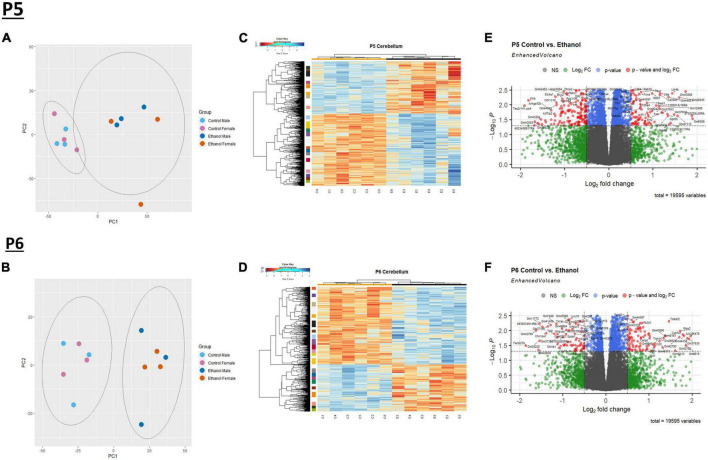
Ethanol-induced differential gene expression in the cerebellum. Principle component analysis (PCA) of the variance of genes in the cerebellum between ethanol (E) and control (C) at P5 **(A)** and P6 **(B)**. A heatmap and hierarchical clustering dendrogram of the of relative gene expression across samples for the significantly (adj. *p* < 0.05) altered genes for P5 **(C)** and P6 **(D)**. A volcano plot displaying fold change versus adjusted *p*-value of all detected genes in the cerebellum at P5 and P6. 2,440 of 19,595 total identified transcripts at P5 **(E)** and 1,348 of 19,595 total identified transcripts at P6 **(F)** displayed an adjusted *p* < 0.05 and Log_2_ fold change ≥ 0.5 or ≤ –0.5, shown in red. PCA, heatmaps, and volcano plots (*Enhanced Volcano* package) were generated using R statistical software. *n* = 3 males and 3 females per treatment group E or C.

### Pathway and cellular function analysis of genes dysregulated by ethanol at P5 and P6

IPA was utilized to determine specific pathways and cellular functions associated with genes significantly (adj. *p* < 0.05) dysregulated by ethanol. Results of the top canonical pathway categories altered by ethanol exposure common to P5 and P6, included neurotransmitters and other nervous system signaling, cytokine signaling, cellular immune response, intracellular and second messenger signaling, degradation/utilization/assimilation, humoral immune response, nuclear receptor signaling, ingenuity toxicity list pathways, organismal growth and development, cellular stress and injury, cell cycle regulation, disease-specific pathways, cellular growth and development, and cancer (Figures 2A, B). 

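Several chemokine, cytokine and complement genes were higher in Ethanol animals, in lists of genes written from general knowledge before the data were examined and not taken from IPA. Of 28 chemokines and cytokines listed, only 16 had enough counts to be tested. Of these 16, 8 were higher, 1 was lower and 7 did not pass the test (10 higher and 1 lower when adjusted over the list alone). In every list the counts and set tests cover the tested genes only. Csf1, the growth factor of microglia and macrophages, had a log2 fold change of 0.50 (SE 0.06, adjusted p = 2.36e-05), and the chemokines Ccl9 and Ccl6, which attract myeloid cells, had 0.67 (SE 0.14, adjusted p = 0.00149) and 0.63 (SE 0.13, adjusted p = 0.00177). The lower gene was Cxcl12, a chemokine that guides migrating neurons and progenitors, at -0.13 (SE 0.04, adjusted p = 0.0256); its adjusted p was 0.0537 without the animal Ethanol X4765, 0.0649 without the 4 libraries low in Ttr, and 0.0684, 0.134, 0.0989 and 0.105 without runs 1 to 4 of the animal numbers. Of 20 complement genes, 7 were higher, none was lower and 13 did not pass (7 higher when adjusted over the list alone). They include C1qa at 0.54 (SE 0.12, adjusted p = 0.00368) and C1qb at 0.55 (SE 0.11, adjusted p = 0.00131), which encode chains of the C1q protein that starts the classical pathway, and Cfp, the properdin gene, at 0.34 (SE 0.06, adjusted p = 0.000354).
Fewer genes passed in the other groups. Of 28 interferon response genes, 2 were higher and 2 lower, and the same counts held when adjusted over the list alone. Of 24 apoptosis genes, 2 were higher and 3 lower (2 higher and 4 lower when adjusted over the list alone). The higher ones were Fas, a death receptor, at 1.00 (SE 0.20, adjusted p = 0.00118) and Bcl2, an inhibitor of apoptosis, at 0.17 (SE 0.04, adjusted p = 0.00506). The level of Fas was low, with means of 0.364 CPM in Control and 0.732 CPM in Ethanol animals. Among the lower ones was Casp6, an executioner caspase, at -0.23 (SE 0.06, adjusted p = 0.00608). Of 25 GABA and glutamate receptor genes, none was higher and 2 were lower, among them Grik1, a kainate receptor subunit, at -0.29 (SE 0.07, adjusted p = 0.00504) (1 lower when adjusted over the list alone).
As sets against all other genes, the chemokines and cytokines were higher (camera with a preset correlation, adjusted p = 7.51e-05; adjusted p = 0.0188 with an estimated correlation) and so was complement (adjusted p = 0.000445), whose call was lost with an estimated correlation (adjusted p = 0.183). Camera gave adjusted p = 0.872 for the interferon response, with a direction of lower where the list's median and mean are above 0, adjusted p = 0.615 for apoptosis, whose median is below and mean above 0, and adjusted p = 0.819 for the receptors.

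**Figure D1:**
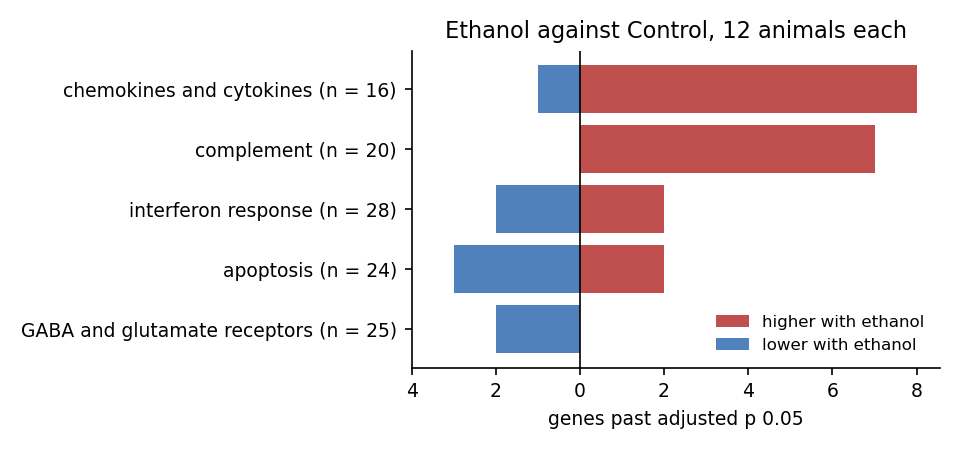
Number of genes past an adjusted p of 0.05 in 5 gene lists, for 12 Ethanol against 12 Control animals. Bars to the right count genes higher with ethanol and bars to the left genes lower with ethanol, and n is the number of genes tested in each list; the chemokine and cytokine list reaches 8 to the right and the complement list 7.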

The top altered diseases and biological function categories of genes dysregulated by ethanol conserved between P5 and P6 included cell death and survival, neurological disease, organismal injury and abnormalities, cell-to-cell signaling and interaction, nervous system development and function, cellular growth and proliferation, tissue development, cellular assembly and organization, cellular movement, immune cell trafficking, cellular compromise, cellular function and maintenance, free radical scavenging, psychological disorders, organismal development, lipid metabolism, metabolic disease, molecular transport, small molecule biochemistry, cell morphology, developmental disorder, embryonic development, inflammatory response, and organ morphology (Tables 1 and 2). The tabular descriptions of the diseases and functions categories, including annotations, p-value, and associated transcripts that correlate with these diseases and biological function categories are listed in Supplementary Tables 4A for P5 and 4B for P6.

**FIGURE 2:**
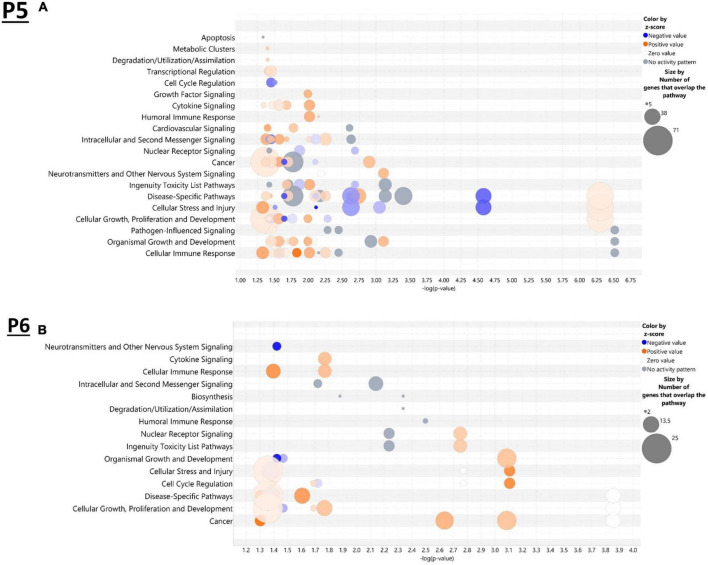
Top canonical pathways altered in the brain by ethanol exposure at P5 and P6. Qiagen Ingenuity Pathway Analysis (IPA) software was employed to assess the top canonical pathways altered by ethanol at P5 **(A)** and P6 **(B)**. All analyses were restricted to genes with an adj. *p* < 0.05 and analysis settings were set to “brain” in IPA. *n* = 3 males and 3 females per treatment group E or C.

**TABLE 1:** P5-Top diseases and biological functions altered by ethanol exposure.

Category	*P*-value range
Cellular development	5.63E-05–4.91E-02
Nervous system development and function	5.63E-05–4.91E-02
Tissue development	5.63E-05–4.91E-02
Tissue morphology	7.94E-05–3.92E-02
Cellular growth and proliferation	7.32E-04–4.91E-02
Neurological disease	7.36E-04–4.87E-02
Organismal injury and abnormalities	7.36E-04–4.87E-02
Psychological disorders	7.36E-04–2.81E-02
Cell morphology	1.01E-03–3.85E-02
Cellular assembly and organization	1.01E-03–4.63E-02
Cellular function and maintenance	1.01E-03–4.63E-02
Organismal development	1.01E-03–4.86E-02
Cell death and survival	1.64E-03–3.34E-02
Embryonic development	1.64E-03–3.88E-02
Organ morphology	2.67E-03–3.81E-02
Behavior	4.39E-03–4.86E-02
Cancer	5.09E-03–4.87E-02
Free radical scavenging	7.05E-03–7.05E-03
Cardiovascular disease	7.5E-03–1.93E-02
Cell–mediated immune response	9.11E-03–1.93E-02
Cellular movement	9.11E-03–3.44E-02
Hematological system development and function	9.11E-03–3.88E-02
Immune cell trafficking	9.11E-03–2.23E-02
Lipid metabolism	9.11E-03–4.87E-02
Molecular transport	9.11E-03–4.87E-02
Small molecule biochemistry	9.11E-03–4.87E-02
Endocrine system disorders	9.57E-03–9.57E-03
Gastrointestinal disease	9.57E-03–9.57E-03
Metabolic disease	9.57E-03–3.17E-02
Organ development	1.62E-02–3.88E-02
Cardiovascular system development and function	1.93E-02–4.86E-02
Cell–to–cell signaling and interaction	1.93E-02–3.85E-02
Developmental disorder	1.93E-02–1.93E-02
Hereditary disorder	1.93E-02–1.93E-02
Inflammatory response	1.93E-02–1.93E-02
Organismal functions	1.93E-02–1.93E-02
Endocrine system development and function	2.15E-02–2.97E-02
Cellular compromise	2.23E-02–2.23E-02
Amino acid metabolism	3.85E-02–3.85E-02

All analyses were restricted to genes with an adj. *p* < 0.05 and analysis settings were set to “brain” in IPA. *n* = 3 males and 3 females per treatment group E or C.

**TABLE 2:** P6-Top diseases and biological functions altered by ethanol exposure.

Category	*P*-value range
Cell death and survival	4.7E-04–4.46E-02
Neurological disease	4.7E-04–4.93E-02
Organismal injury and abnormalities	4.7E-04–4.93E-02
Cardiovascular disease	1.18E-03–4.02E-02
Cell–to–cell signaling and interaction	1.18E-03–4.02E-02
Nervous system development and function	1.18E-03–4.97E-02
Cellular growth and proliferation	2.81E-03–4.97E-02
Tissue development	2.81E-03–4.97E-02
Cellular assembly and organization	4.61E-03–4.97E-02
Cardiovascular system development and function	4.73E-03–4.17E-02
Cellular movement	4.73E-03–2.61E-02
Hematological system development and function	4.73E-03–2.61E-02
Immune cell trafficking	4.73E-03–2.61E-02
Organ development	4.73E-03–4.73E-03
Tissue morphology	9.76E-03–4.97E-02
Cellular compromise	1.35E-02–2.52E-02
Cellular function and maintenance	1.35E-02–4.97E-02
Free radical scavenging	1.35E-02–1.35E-02
Psychological disorders	1.35E-02–4.93E-02
Organismal development	1.39E-02–4.97E-02
Carbohydrate metabolism	1.92E-02–1.92E-02
Lipid metabolism	1.92E-02–2.61E-02
Metabolic disease	1.92E-02–1.92E-02
Molecular transport	1.92E-02–2.61E-02
Small molecule biochemistry	1.92E-02–2.61E-02
Cell morphology	2.52E-02–4.97E-02
Cellular development	2.52E-02–4.97E-02
Developmental disorder	2.52E-02–2.52E-02
Embryonic development	2.52E-02–4.97E-02
Inflammatory response	2.52E-02–2.52E-02
Organ morphology	3.42E-02–4.02E-02

All analyses were restricted to genes with an adj. *p* < 0.05 and analysis settings were set to “brain” in IPA. *n* = 3 males and 3 females per treatment group E or C.

### Ethanol induced alterations in microglia phenotypic states at P5 and P6

In the current study, we compared the list of 822 microglia associated genes (described in the *Bioinformatic Analysis* subsection of the Materials and Methods) to the list of genes dysregulated by ethanol (adj. *p* < 0.05) at P5 and P6. We identified 175 microglia associated genes at P5 (Supplementary Table 5A) and 105 microglia associated genes at P6 (Supplementary Table 5B) that were significantly dysregulated by ethanol. 

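Over both ages together, 161 of the 769 microglia associated genes of Table S1A that were tested were higher in Ethanol animals, 35 were lower and 573 did not pass the test (195 higher and 52 lower when adjusted over the list alone). Serpinb8, a serine protease inhibitor, had a log2 fold change of 0.45 (SE 0.05, adjusted p = 5.77e-07). Herpud1, a protein of the endoplasmic reticulum stress response, had one of 0.34 (SE 0.05, adjusted p = 3.07e-05), and Gpr183, an oxysterol receptor that guides immune cells, one of 0.91 (SE 0.13, adjusted p = 4.45e-05). Among the lower genes were Eng, the endoglin co-receptor of endothelial cells, at -0.33 (SE 0.05, adjusted p = 4.28e-05), Slc16a6, a monocarboxylate carrier, at -0.52 (SE 0.08, adjusted p = 9.33e-05), and Slc7a8, an amino acid carrier, at -0.24 (SE 0.04, adjusted p = 0.000168). All are from edgeR.
The mean z-score over the 769 genes was 0.134 ± 0.251 (SD, n = 12) in Ethanol and -0.134 ± 0.122 (SD, n = 12) in Control animals, above the Control median in 12 of 12 Ethanol animals (two-sided permutation test, adjusted p = 0.005 over 15 lists). Against all other genes the list was higher (camera, adjusted p = 0.000396), and that call was lost with an estimated correlation (adjusted p = 0.214).
Of the 175 genes in the paper's Table S5A, 115 were higher and 22 lower here (131 and 26 when adjusted over the list alone), and of the 104 tested genes of Table S5B, 75 were higher and 11 lower (84 and 14 when adjusted over the list alone). The fold change had the paper's sign for 174 genes of Table S5A and for 104 of Table S5B; 136 and 86 of them also passed the test. Across genes, the log2 fold changes here and in the paper correlated with Pearson's r = 0.961 (Spearman's rank correlation 0.968) for Table S5A and r = 0.948 (rank correlation 0.938) for Table S5B; genes are not independent replicates. The study chose both tables on these animals, so they are not independent evidence of a direction.
Of 18 microglia markers fixed before the data were examined, 6 were higher and 2 lower (6 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.16). With the runs of animal numbers as a block, camera called the marker list higher (adjusted p = 0.0134). With an estimated correlation and no block it did not (adjusted p = 0.836). Endothelial markers changed too, more of them downward: of 16, 2 were higher and 6 lower, Eng among the lower ones (2 higher and 7 lower when adjusted over the list alone).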

We further categorized these 175 and 105 dysregulated microglia associated genes as being either typical of a homeostatic or a neurodegenerative phenotype (Supplementary Tables 5C, D), as previously defined (Supplementary Table 1B; Keren-Shaul et al., 2017; Krasemann et al., 2017; Butovsky and Weiner, 2018; Sousa et al., 2018; Tatsuyuki Matsudaira, 2022). Heatmaps illustrating relative gene expression across transcripts for significantly altered (*p* < 0.05) homeostatic and neurodegenerative disease microglial associated genes are depicted in Figures 3A, C for P5 and 3B and 3D for P6. 

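Of 72 homeostatic microglia genes of Table S1B, 11 were higher, 6 were lower and 55 did not pass the test in Ethanol against Control animals (11 higher and 7 lower when adjusted over the list alone). Siglech, a sialic acid binding receptor of resting microglia, fell from 2.85 ± 0.263 CPM (SD, n = 12) in Control to 1.66 ± 0.399 CPM (SD, n = 12) in Ethanol animals, a log2 fold change of -0.77 (SE 0.11, adjusted p = 4.28e-05) from edgeR. P2ry12, the purinergic receptor by which resting microglia sense ATP and ADP, was lower at -0.53 (SE 0.14, adjusted p = 0.0116), and Smad3, a mediator of TGF-beta signaling, at -0.16 (SE 0.03, adjusted p = 0.00221). The higher genes include Fcrls, an Fc receptor-like protein of microglia, at 0.49 (SE 0.10, adjusted p = 0.00145), and Mertk, a receptor for the clearance of dying cells, at 0.31 (SE 0.07, adjusted p = 0.00522).
The mean z-score over the 72 genes was 0.0456 ± 0.398 (SD, n = 12) in Ethanol and -0.0456 ± 0.252 (SD, n = 12) in Control animals, and 8 of 12 Ethanol animals were above the Control median (two-sided permutation test, adjusted p = 0.847 over 15 lists; camera adjusted p = 0.62). Over the 17 members past the test alone, the difference between Ethanol and Control was 0.312 (adjusted p = 0.0256 over 14 lists, 10 of 12 Ethanol animals above the Control median); these members were chosen on the same animals, so this is not independent evidence.
The count of 17 was 11 without Control X4570, 10 without Control X4677, 9 without Control X4686, 11 without Control X4697, 11 without Ethanol X4692, 11 without Ethanol X4758, 11 without Ethanol X4760 and 10 with no filter on low counts. The adjusted p of P2ry12 was 0.0707 without run 2 and 0.0508 without run 3 of the animal numbers.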

A student’s t-test comparing the average z-scores across all relevant genes indicated that ethanol exposure did not significantly alter expression of homeostatic transcripts at P5, *p* = 0.7464 (Figure 4A) or P6, *p* = 0.0817 (Figure 4B), though P6 appears to approach significance. 

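Of 58 neurodegenerative microglia genes of Table S1B, 23 were higher, 1 was lower and 34 did not pass the test in Ethanol against Control animals (28 higher and 2 lower when adjusted over the list alone). Apoe, the lipid carrier apolipoprotein E, rose from 675 ± 66.3 CPM (SD, n = 12) to 881 ± 88.7 CPM (SD, n = 12), a log2 fold change of 0.38 (SE 0.05, adjusted p = 5.01e-05) from edgeR. Lilrb4a, an inhibitory receptor of myeloid cells, had a log2 fold change of 1.33 (SE 0.19, adjusted p = 4.69e-05), and Lgals3, the galectin-3 gene of activated phagocytes, one of 0.74 (SE 0.12, adjusted p = 0.000177). Cd68, a protein of the phagocyte lysosome, was higher at 0.49 (SE 0.07, adjusted p = 7.72e-05), and Bhlhe40, a transcription factor of stimulated myeloid cells, at 0.38 (SE 0.06, adjusted p = 0.000165). The RNA is of the whole tissue, so changes of these genes, Apoe included, need not come from microglia. Csf1 and Lgals3, past the test in this list, are also members of the pan-injury astrocyte list of Table S2.
The mean z-score over the 58 genes was 0.305 ± 0.266 (SD, n = 12) in Ethanol and -0.305 ± 0.219 (SD, n = 12) in Control animals, above the Control median in 12 of 12 Ethanol animals (two-sided permutation test, adjusted p = 0.000225 over 15 lists). Over the 24 members past the test alone the difference was 1.28 (adjusted p = 2.8e-05, from the smallest p that the permutations can give), which is not independent evidence, since these members were chosen on the same animals. As a set the list was higher than all other genes (camera, adjusted p = 5.51e-08), also with an estimated correlation (adjusted p = 0.0373).
Of 13 markers of border macrophages and monocytes, 4 were higher and none was lower (4 higher when adjusted over the list alone; camera adjusted p = 0.0127, lost with an estimated correlation at adjusted p = 0.375). One of them is Cbr2, a carbonyl reductase of macrophages at the brain's borders, with a log2 fold change of 0.79 (SE 0.12, adjusted p = 5.74e-05).

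**Figure D2:**
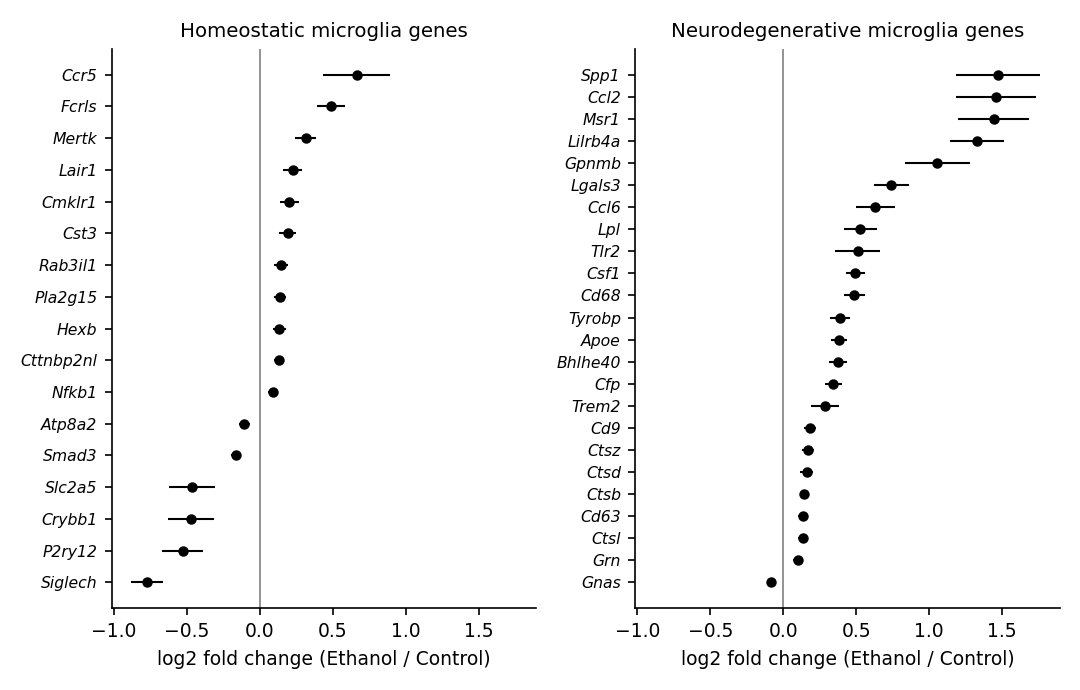
Log2 fold change, Ethanol over Control, of the genes past an adjusted p of 0.05 in the homeostatic (left) and neurodegenerative (right) microglia lists. Points are edgeR estimates over 12 Ethanol and 12 Control animals, bars are 1 standard error, and the vertical line marks 0; 6 of the 17 homeostatic genes and 1 of the 24 neurodegenerative genes lie to its left.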

Examination of the average z-scores across all neurodegenerative disease associated microglia genes by student’s t-test showed ethanol induced a significant upregulation of these genes at both P5, *p* = 2.967e-06 (Figure 4C) and P6, *p* = 3.069e-05 (Figure 4D).

**FIGURE 3:**
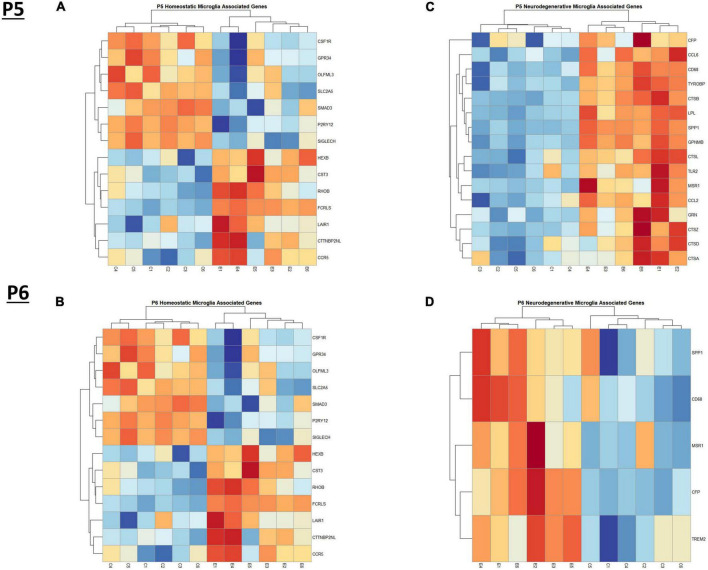
Heatmap and hierarchical clustering of microglia associated genes at P5 and P6. R statistical software was utilized to construct heatmaps and hierarchical clustering dendrogram of relative gene expression across samples for significantly altered (adj. *p* < 0.05) and categorized microglia associated genes as detailed in Methods. Microglia homeostatic associated gene expression is depicted in panel **(A)** for P5 and panel **(B)** for P6. Microglia neurodegenerative associated gene expression is depicted in panel **(C)** for P5 and panel **(D)** for P6.

**FIGURE 4:**
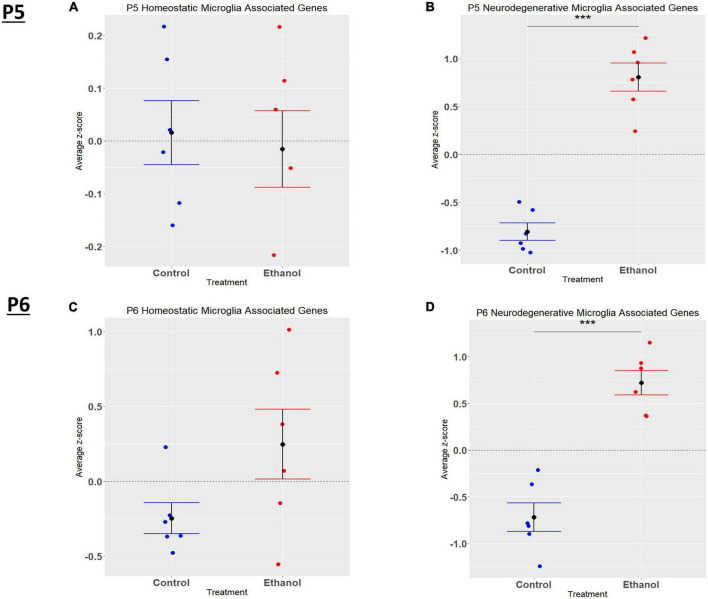
Microglia associated genes altered by ethanol exposure at P5 and P6 in the cerebellum. Microglia associated genes were extracted as detailed in Methods. R statistical software was utilized to generate individual z-scores for each transcript of interest and each experimental animal. These *z*-scores were then averaged across transcripts for each individual animal. Control versus Ethanol groups were then tested for statistically significant variance in R by two-tailed, student’s *t*-test, and graphical results were generated. Quantification by average *z*-score of homeostatic microglia associated genes at P5 **(A)** and P6 **(B)** and neurodegenerative microglia associated genes at P5 **(C)** and P6 **(D)**. *n* = 3 males and 3 females per treatment group E or C; ***p < 0.001.

### Ethanol induced astrocyte phenotypic switch following neonatal ethanol exposure

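In the astrocyte list of Table S2, 44 of 302 genes were higher in Ethanol animals, 16 were lower and 242 did not pass the test (52 higher and 18 lower when adjusted over the list alone). Pan-injury genes were mostly higher where they changed: of 83, 24 were higher and 4 lower (28 and 5 when adjusted over the list alone). They include Gfap, the intermediate filament of reactive astrocytes, which rose from 325 ± 124 CPM (SD, n = 12) to 647 ± 103 CPM (SD, n = 12), a log2 fold change of 0.99 (SE 0.18, adjusted p = 0.000643) from edgeR; its test of a difference between runs of animal numbers passed over all 6 runs and not without run 1. Atf3, a stress-induced transcription factor, was higher at 0.86 (SE 0.12, adjusted p = 5.45e-05) and Parp3, an ADP-ribosyltransferase of DNA repair, at 0.47 (SE 0.08, adjusted p = 0.000168), while Iqgap1, a scaffold protein of the cytoskeleton, was lower at -0.12 (SE 0.03, adjusted p = 0.00375).
Acute injury genes went both ways: of 181, 16 were higher and 9 lower (15 and 8 when adjusted over the list alone). The higher ones include Iars and Cars, which charge transfer RNAs with isoleucine and cysteine, at 0.33 (SE 0.03, adjusted p = 7.83e-08) and 0.27 (SE 0.04, adjusted p = 0.000138), and Dnajc14, a chaperone of the endoplasmic reticulum, at 0.17 (SE 0.02, adjusted p = 5.3e-05). The lower ones include Slc40a1, the iron exporter ferroportin, at -0.39 (SE 0.07, adjusted p = 0.000235), and Cbx7, a Polycomb protein, at -0.18 (SE 0.04, adjusted p = 0.00202). Of 40 chronic neurodegenerative diseases genes, 4 were higher and 3 lower (7 and 3 when adjusted over the list alone).
Against all other genes, the pan-injury list was higher (camera, adjusted p = 0.000307; adjusted p = 0.0373 with an estimated correlation). The acute injury list gave adjusted p = 0.928, with a median below 0 and a mean above 0, and the chronic list adjusted p = 0.995, with a direction of lower where median and mean are above 0. Of 16 markers of astrocytes and Bergmann glia, fixed before the data were examined, 7 were higher and 2 lower (7 and 2 when adjusted over the list alone; camera adjusted p = 0.0331, lost with an estimated correlation at adjusted p = 0.183).
The count of acute injury genes was 25, and 42 with 3 surrogate variables.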

When comparing the list of 309 astrocyte associated genes (described in the *Bioinformatic Analysis* subsection of the Materials and Methods) to our list of genes dysregulated by ethanol (adj. *p* < 0.05) at P5 and P6, we identified 58 astrocyte associated genes at P5 and 33 genes at P6. We further characterized these genes as belonging to an acute injury, chronic neurodegenerative diseases, or pan-injury phenotype (Supplementary Tables 6A, B; Das et al., 2020). Heatmaps illustrating relative gene expression across transcripts for significantly altered (*p* < 0.05) acute injury, pan-injury, and chronic neurodegenerative diseases associated genes are depicted in Figures 5A, C, E for P5 and Figures 5B, D, F for P6. 

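The mean z-score over all 83 pan-injury genes was 0.191 ± 0.164 (SD, n = 12) in Ethanol and -0.191 ± 0.166 (SD, n = 12) in Control animals, and 12 of 12 Ethanol animals lay above the Control median (two-sided permutation test, p = 3e-05). Over all 181 acute injury genes it was -0.0106 ± 0.143 (SD, n = 12) in Ethanol and 0.0106 ± 0.133 (SD, n = 12) in Control animals, with 5 of 12 Ethanol animals above the Control median (adjusted p = 0.885 over 15 lists, permutation test), so that the groups did not differ beyond their spread.
Over the members past the test alone, as the paper averages them, the scores were higher in Ethanol animals for both lists. For 25 acute injury genes they were 0.204 ± 0.187 (SD, n = 12) against -0.204 ± 0.0913 (SD, n = 12), with p = 1e-05, the smallest that the permutations can give, and for 28 pan-injury genes 0.487 ± 0.316 (SD, n = 12) against -0.487 ± 0.384 (SD, n = 12), with p = 2e-05 from a permutation test. These members were chosen on the same animals, so the second pair of scores is not independent evidence.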

A student’s *t*-test comparing the average z-scores of all relevant astrocyte associated genes indicated that ethanol induced a significant increase in astrocyte associated acute injury transcripts at both P5, *p* = 2.3e-05 (Figure 6A) and P6, *p* = 0.0376 (Figure 6B), and pan-injury transcripts at both P5, *p* = 1.465e-07 (Figure 6C) and P6, *p* = 0.0006 (Figure 6D). Astrocyte associated chronic neurodegenerative diseases transcripts showed no significant difference between Control and Ethanol groups for P5, *p* = 0.4234 (Figure 6E), but ethanol significantly increased expression of these transcripts at P6, *p* = 0.0073 (Figure 6F).

**FIGURE 5:**
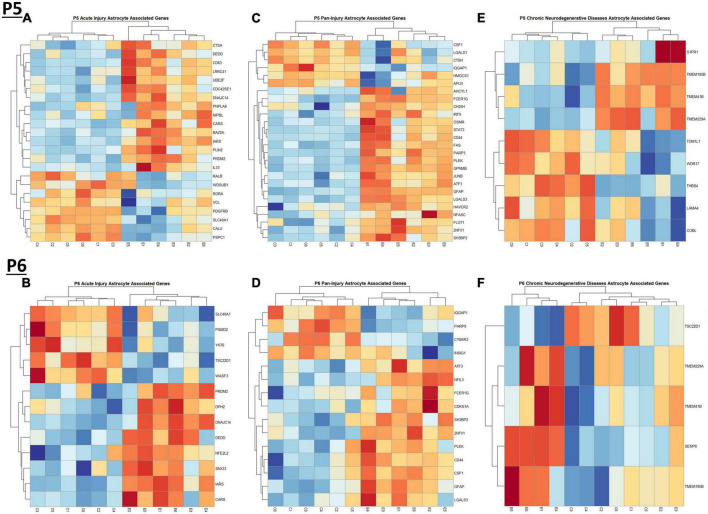
Heatmap and hierarchical clustering of astrocyte associated genes at P5 and P6. R statistical software was utilized to construct heatmaps and hierarchical clustering dendrogram of relative gene expression across samples for significantly altered (adj. *p* < 0.05) and categorized astrocyte associated genes as detailed in Methods. Astrocyte acute injury astrocyte associated gene expression is depicted in panel **(A)** for P5 and panel **(B)** for P6. Astrocyte pan-injury astrocyte associated gene expression is depicted in panel **(C)** for P5 and panel **(D)** for P6. Astrocyte chronic neurodegenerative diseases astrocyte gene expression is depicted in panel **(E)** for P5 and **(F)** for P6.

**FIGURE 6:**
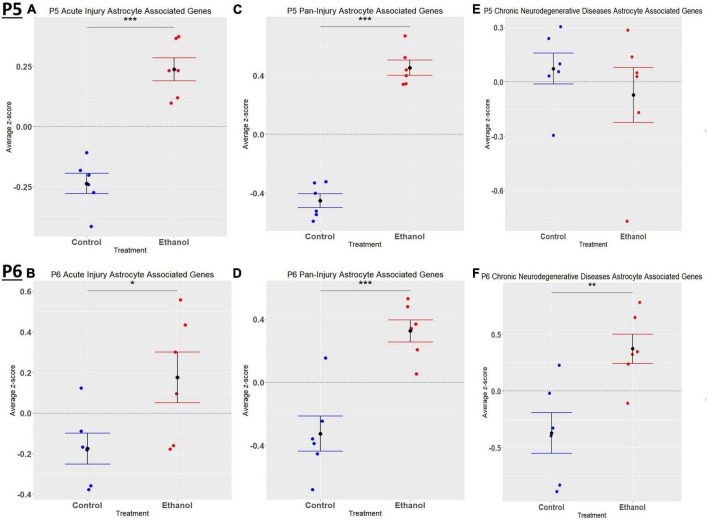
Astrocyte associated genes altered by ethanol exposure at P5 and P6 in the cerebellum. Astrocyte associated genes were extracted as detailed in Methods. R statistical software was utilized to generate individual *z*-scores for each transcript of interest and each experimental animal. These *z*-scores were then averaged across transcripts for each individual animal. Quantification by average *z*-score of acute injury astrocyte associated genes at P5 **(A)** and P6 **(B)**, pan-injury astrocyte associated genes at P5 **(C)** and P6 **(D)**, and chronic neurodegenerative diseases associated genes at P5 **(E)** and P6 **(F)**. *n* = 3 males and 3 females per treatment group E or C; *p < 0.05, **p < 0.01, ***p < 0.001.

### Oligodendrocyte lineage cells have mixed effects under ethanol exposure at P5 and P6

Comparing our list of genes dysregulated by ethanol (adj. *p* < 0.05) to the extracted list of oligodendrocyte lineage genes, at P5 we identified 65 OPCs, 14 COPs, 0 NFOL, 45 MFOL, and 1 MOL associated genes (Supplementary Table 7A), and at P6 we identified 32 OPCs, 3 COPs, 0 NFOLs, 24 MFOLs, and 0 MOL associated genes (Supplementary Table 7B). 

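In the oligodendrocyte lists of Table S3, over both ages together, changed OPC genes were divided between the directions: of 377 tested, 31 were higher, 30 lower and 316 did not pass the test (32 and 32 when adjusted over the list alone). The higher ones include Hes5, a target of Notch signaling, at a log2 fold change of 0.78 (SE 0.11, adjusted p = 7.96e-05), and Adora1, the adenosine A1 receptor, at 0.41 (SE 0.06, adjusted p = 0.000149), and the lower ones Sema5b, a semaphorin of axon guidance, at -0.15 (SE 0.03, adjusted p = 0.000762). Of 55 COP genes, 9 were higher and none lower (9 higher and 1 lower when adjusted over the list alone), among them Gpr17, a receptor of committed precursors, at 0.48 (SE 0.10, adjusted p = 0.00211), and Bmp4, a growth factor that restrains oligodendrocyte maturation, at 0.41 (SE 0.09, adjusted p = 0.00186). Of 343 MFOL genes, 26 were higher, 16 lower and 301 did not pass (25 and 14 when adjusted over the list alone); Dock10 was higher at 0.23 (SE 0.04, adjusted p = 0.000102).
Of 4 MOL genes, Rab37, a small GTPase of secretion, was lower at -0.37 (SE 0.09, adjusted p = 0.00516) and 3 did not pass (1 lower when adjusted over the list alone). None of 8 NFOL genes passed in edgeR, DESeq2, limma-trend or limma-voom, and 0 had an unadjusted p under 0.05 in edgeR.
Camera gave adjusted p = 0.78 for both OPC and MFOL genes, with an OPC median below 0 and mean above 0. The COP list was higher than all other genes (adjusted p = 0.0252), and this was lost with an estimated correlation (adjusted p = 0.712); fry, which asks whether the list itself moves one way, gave adjusted p = 0.159. With 3 surrogate variables, 15 COP and 76 MFOL genes passed.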

Heatmaps illustrating relative gene expression across transcripts for significantly altered (*p* < 0.05) OPC, COP, and MFOL associated genes are depicted in Figures 7A, C, E for P5 and Figures 7B, D, F for P6. Student’s *t*-test comparing the average z-scores across relevant genes showed that ethanol induced a significant upregulation of OPC associated transcripts at P5, *p* = 0.0219 (Figure 8A), with no significant effect on OPC associated transcripts at P6, *p* = 0.1887 (Figure 8B). In terms of COP associated genes, ethanol induced a significant upregulation at P5, *p* = 0.0219 (Figure 8C) but no effect at P6, *p* = 0.2924 (Figure 8D). Lastly, ethanol induced a significant upregulation of MFOL associated genes at P5, *p* = 0.0009 (Figure 8E), but a significant downregulation of MFOL associated genes at P6, *p* = 0.0340 (Figure 8F). NFOL and MOL were not analyzed.

**FIGURE 7:**
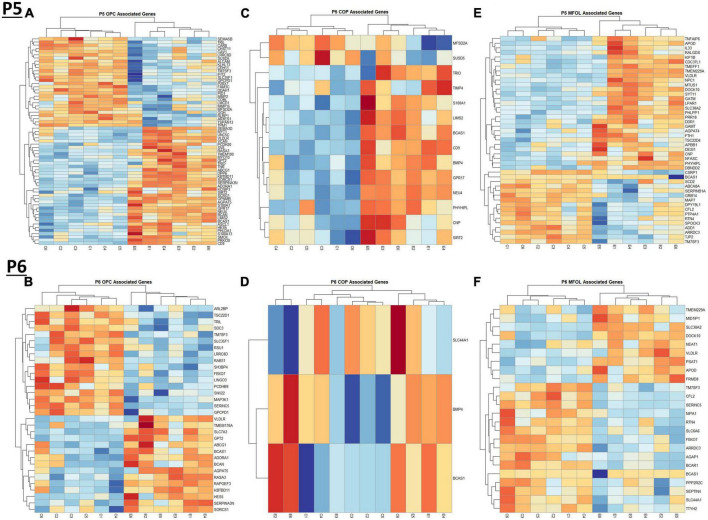
Heatmap and hierarchical clustering of oligodendrocyte lineage associated genes at P5 and P6. R statistical software was utilized to construct heatmaps and hierarchical clustering dendrogram of relative gene expression across samples for significantly altered (adj. *p* < 0.05) and categorized oligodendrocyte lineage associated genes as detailed in Methods. OPC associated gene expression is depicted in panel **(A)** for P5 and panel **(B)** for P6. COP associated gene expression is depicted in panel **(C)** for P5 and panel **(D)** for P6. MFOL associated gene expression is depicted in panel **(E)** for P5 and panel **(F)** for P6.

**FIGURE 8:**
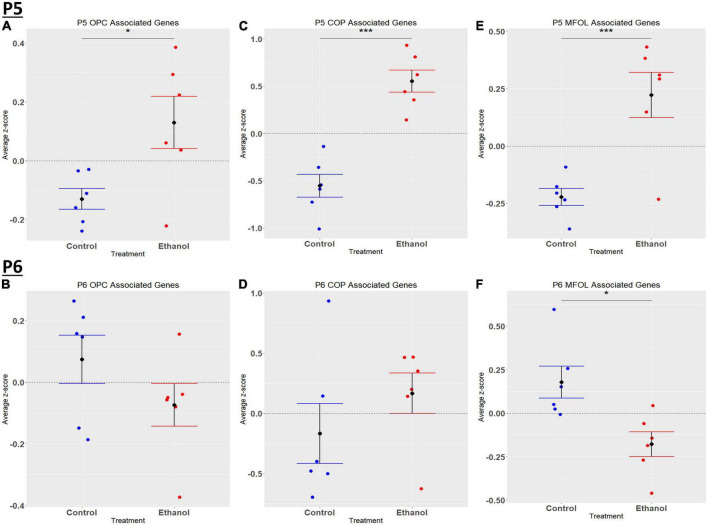
Oligodendrocyte lineage associated altered genes by ethanol exposure at P5 and P6 in the cerebellum. Oligodendrocyte lineage associated genes were extracted as detailed in Methods. R statistical software was utilized to generate individual *z*-scores for each transcript of interest and each experimental animal. These *z*-scores were then averaged across transcripts for each individual animal. Quantification by average z-score of OPC associated genes at P5 **(A)** and P6 **(B)**, COP associated genes at P5 **(C)** and P6 **(D)**, and MFOL associated genes at P5 **(E)** and P6 **(F)**. *n* = 3 males and 3 females per treatment group E or C; *p < 0.05, ***p < 0.001.

### Alteration of cell cycle progression following ethanol exposure

We previously determined, using a third trimester human equivalent mouse model of FASD in which animals were treated with ethanol from P4-9 and cerebellar RNA isolated at P10 followed by RNASeq analysis, that ethanol increased the expression of molecules associated with the S and G2M phases of the cell cycle. In addition, our current IPA analysis (Figures 2A, B) suggests that cell cycle associated pathways may be altered by ethanol. Thus, we sought to determine if ethanol altered the expression of transcripts involved in cell cycle progression as early as P5 and P6. Using the Mouse Genome Database Gene Ontology Browser (Bult et al., 2019), genes associated with G1-S phase transition and G2-M phase transition cell cycle phases were extracted. Heatmaps illustrating relative gene expression across transcripts for significantly altered (*p* < 0.05) positive and negative regulation of G1-S transition associated genes and positive and negative regulation of G2-M transition associated genes are depicted in Figures 9A, C, E, G for P5 and Figures 9B, D, F, H for P6. For the positive regulation of G1-S phase transition, there was no significant difference between Control and Ethanol treated groups at P5, *p* = 0.6024 (Figure 10A); however, ethanol did induce a significant increase in those genes associated with this phase at P6, *p* = 0.0027 (Figure 10B). Ethanol induced a significant increase in those genes associated with the negative regulation of G1-S phase transition at both P5, *p* = 3.004e-05 (Figure 10C), and P6, *p* = 0.0006 (Figure 10D). 

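Of 23 negative regulators of the G1-S transition, in a list written before the data were examined and not the paper's list, 3 were higher, 2 lower and 18 did not pass the test (3 and 2 when adjusted over the list alone). Btg2, an antiproliferative target of p53, had a log2 fold change of 0.22 (SE 0.05, adjusted p = 0.00647), and E2f8, a repressor of E2F target genes, one of 0.19 (SE 0.05, adjusted p = 0.00879), while Klf11, a repressor induced by TGF-beta, was lower at -0.31 (SE 0.07, adjusted p = 0.00490) in edgeR. The mean z-score over the 23 genes was 0.12 ± 0.361 (SD, n = 12) in Ethanol and -0.12 ± 0.208 (SD, n = 12) in Control animals, with 9 of 12 Ethanol animals above the Control median (two-sided permutation test, adjusted p = 0.172 over 15 lists). Over the 5 members past the test the difference was 0.224 (adjusted p = 0.0394 over 14 lists), and 0.156 (adjusted p = 0.259) with the median in place of the mean; these members were chosen on the same animals, so this is not independent evidence. Camera gave adjusted p = 0.262 for the list.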

Looking at the positive regulation of G2-M phase transition, ethanol induced a significant downregulation of genes associated with this phase at P5, *p* = 0.0021 (Figure 10E), with no significant changes between our Control and Ethanol groups at P6, *p* = 0.9278 (Figure 10F). 

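Of 28 negative regulators of the G2-M transition, listed before the data were examined and without the paper's list, 5 were higher, 2 lower and 21 did not pass the test (6 and 2 when adjusted over the list alone). The 3 Gadd45 genes, whose proteins are induced by DNA damage and stress and can inhibit the Cdk1 kinase, were higher: Gadd45b at a log2 fold change of 0.49 (SE 0.09, adjusted p = 0.000756), Gadd45a at 0.31 (SE 0.06, adjusted p = 0.00188) and Gadd45g at 0.24 (SE 0.06, adjusted p = 0.00529) in edgeR. Rad17, which loads the checkpoint clamp at damaged DNA, was higher at 0.15 (SE 0.03, adjusted p = 0.00211). The mean z-score over the 28 genes was 0.0972 ± 0.305 (SD, n = 12) in Ethanol and -0.0972 ± 0.301 (SD, n = 12) in Control animals, and 8 of 12 Ethanol animals lay above the Control median (adjusted p = 0.247 from a two-sided permutation test). Over the 7 members past the test the scores were 0.328 ± 0.342 in Ethanol and -0.328 ± 0.194 in Control animals (SD, n = 12 each). They lay above the Control median in 12 of 12 Ethanol animals. This is not independent evidence, since the members were chosen on the same animals. Against all other genes the list did not stand apart (camera, adjusted p = 0.262).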

Lastly, looking at the negative regulation of G2-M phase transition, ethanol induced a significant increase in those genes associated with this phase at both P5, *p* = 0.0002 (Figure 10G), and P6, *p* = 3.042e-05 (Figure 10H).

**FIGURE 9:**
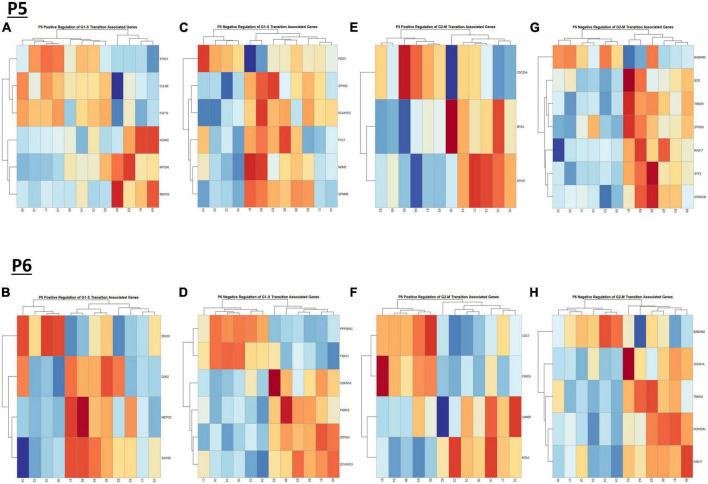
Heatmap and hierarchical clustering of cell cyle associated genes at P5 and P6. R statistical software was utilized to construct heatmaps and hierarchical clustering dendrogram of relative gene expression across samples for significantly altered (adj. *p* < 0.05) and categorized cell cycle associated genes as detailed in Methods. Positive regulation of G1-S transition associated gene expression is depicted in panel **(A)** for P5 and panel **(B)** for P6. Negative regulation of G1-S transition associated gene expression is depicted in panel **(C)** for P5 and **(D)** for P6. Positive regulation of G2-M transition associated gene expression is depicted in panel **(E)** for P5 and **(F)** for P6. Negative regulation of G2-M transition associated genes is depicted in panel **(G)** for P5 and panel **(H)** for P6.

**FIGURE 10:**
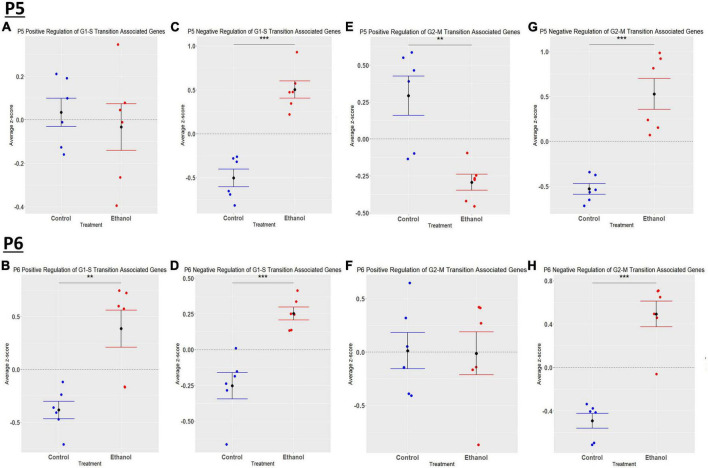
Ethanol-induced alterations in cell cycle regulation at P5 and P6 in the cerebellum. Gene list associated with positive and negative regulation of G1-S transition and positive and negative regulation of G2-M transition were extracted from the Mouse Genome Database. Genes associated with each cell cycle stage in our dataset at P5 and P6 were extracted as detailed in Methods. R statistical software was utilized to generate individual z-scores for each transcript of interest and each experimental animal. These z-scores were then averaged across transcripts for each individual animal. Quantification by average z-score of positive regulation of G1-S transition associated genes at P5 **(A)** and P6 **(B)**, negative regulation of G1-S transition associated genes at P5 **(C)** and P6 **(D)**, positive regulation of G2-M transition associated genes at P5 **(E)** and P6 **(F)**, and negative regulation of G2-M transition associated genes at P5 **(G)** and P6 **(H)**. *n* = 3 males and 3 females per treatment group E or C; **p < 0.01, ***p < 0.001.

## Discussion

The current study was designed to evaluate the effects of ethanol on transcriptomic profiles in the cerebellum of early postnatal mice, which approximates the third trimester of gestation in humans. This is a period of secondary neurogenesis, and ethanol exposure at this time can result in FASD. The proposed studies were also designed to evaluate the effects of ethanol at early times following exposure to begin to assess transcriptomic changes that may contribute to initial development of FASD. Pathway analysis suggested that ethanol may alter immune related pathways at P5 and P6 soon after initial ethanol exposure. We previously demonstrated that ethanol induced microglial activation, production of pro-inflammatory cytokines and chemokines, as well as neuron cell loss in animals treated with ethanol from P4-P9 and tissue harvested at P10 (Kane et al., 2011, 2021; Drew et al., 2015; Pinson et al., 2021). Others have used similar FASD models and have also observed ethanol induced neuroinflammation (Topper et al., 2015; Zhang et al., 2018). Thus, the current studies suggest that ethanol-induced neuroinflammation occurs rapidly following ethanol exposure and may contribute to the initial neuropathology associated with FASD. In an attempt to define possible mechanisms by which ethanol induces early immune activation in the current studies, we identified immune related transcripts whose expression was strongly altered by ethanol in our transcriptomic data. At P5 and P6, top upregulated transcripts (Supplementary Tables 5A, B) included SPP1, CCL3, C5AR1, C3AR1, MSR1, and CD14. 

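Spp1, Ccl3, C5ar1, C3ar1, Msr1 and Cd14 were each higher in Ethanol animals over both ages. Spp1, the osteopontin gene, rose from 53 ± 39 CPM (SD, n = 12) in Control to 147 ± 35.8 CPM (SD, n = 12) in Ethanol animals, a log2 fold change of 1.47 (SE 0.29, adjusted p = 0.00166) from edgeR. Ccl3, a chemokine made by activated microglia and macrophages, rose from 0.480 ± 0.270 to 1.58 ± 0.668 CPM (SD, n = 12 each), a log2 fold change of 1.73 (SE 0.28, adjusted p = 0.000163), and lay above the Control median in 11 of 12 Ethanol animals. The receptors for the complement fragments C3a and C5a both rose: C3ar1 from 3.85 ± 0.866 to 6.92 ± 1.45 CPM, a log2 fold change of 0.85 (SE 0.12, adjusted p = 4.63e-05), and C5ar1 from 1.27 ± 0.409 to 2.57 ± 0.9 CPM, a log2 fold change of 1.02 (SE 0.17, adjusted p = 0.000275). Msr1, a scavenger receptor of macrophages, rose from 0.733 ± 0.232 to 1.99 ± 1.15 CPM (log2 fold change 1.44, SE 0.24, adjusted p = 0.000263). Cd14, the co-receptor for bacterial lipopolysaccharide, rose from 0.843 ± 0.249 to 2.02 ± 0.861 CPM (2.39-fold, adjusted p = 0.000170). It lay above the Control median in 12 of 12 Ethanol animals. In run 5 of the animal numbers Spp1 and Ccl3 were not higher: the log2 CPM of Spp1 was 6.75 and 6.85 in the Ethanol and 7.25 and 6.58 in the Control animals, and that of Ccl3 -0.47 and -1.23 in the Ethanol and -0.38 and -0.79 in the Control animals; neither gene passed the test of a difference between runs. The fold changes of these genes in the paper's tables were known when the genes were chosen. From its pathway analysis and earlier studies, the paper proposes that ethanol leads to neuroinflammation rapidly after exposure, and it names these transcripts in looking for possible mechanisms.

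**Figure D3:**
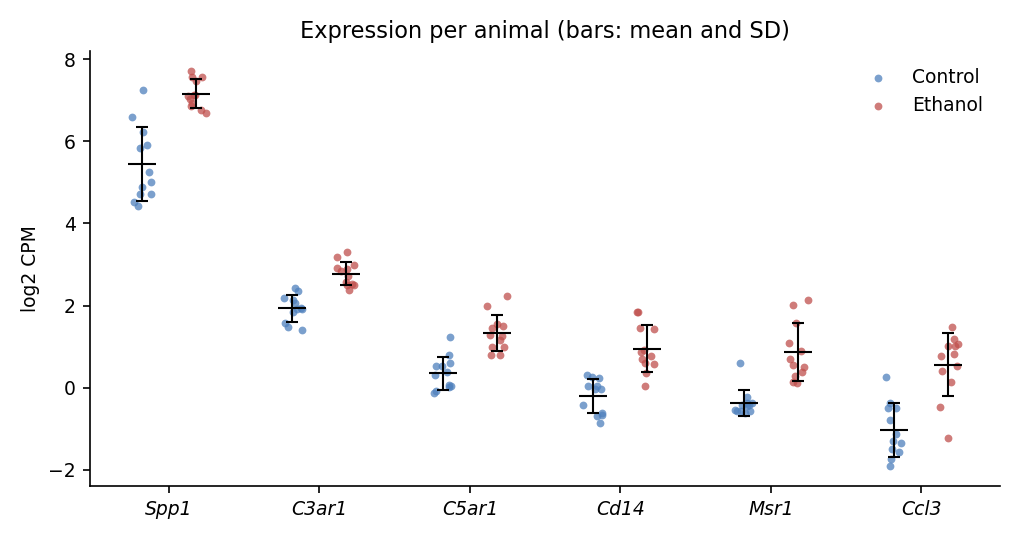
Log2 CPM of 6 immune genes in each of 12 Control (blue) and 12 Ethanol (red) animals. Each point is 1 animal, horizontal bars are group means and vertical bars are 1 SD; the Ethanol mean lies above the Control mean for each gene.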

At P5, but not P6, CCL2 transcript levels were highly increased by ethanol. SPP1, which is also termed osteopontin, is a secretory molecule expressed by a variety of immune cells which has functions including immunomodulation, chemotaxis, and cell adhesion (Lin et al., 2022). SPP1 plays a role in alcohol liver disease (Apte et al., 2005; Seth et al., 2006; Lebel et al., 2008; Das et al., 2022). In the presence of ethanol, SPP1 binds to integrins and CD44 and activates transcription factors AP-1 and NF-κB (Das et al., 2005; Bellahcène et al., 2008). These transcription factors regulate the expression of pro-inflammatory cytokines that amplify the immune response and are also linked to addictive behaviors (Crews et al., 2017). AP1 consists as a dimer of Fos and Jun proteins, and it is interesting the ethanol increased the expression of Fos and Jun transcripts at P5 (Supplementary Table 5A). Furthermore, CCL2 and CCL3, target genes of NF-κB, are induced by ethanol and are key mediators of CNS inflammation and alcohol drinking behavior (Blednov et al., 2005; He and Crews, 2008). We previously demonstrated that ethanol induced the expression of CCL2 in animal models of FASD (Drew et al., 2015) as well as adult models of alcohol use disorder (Kane et al., 2014). Complement receptor C3AR1 expression is induced by ethanol resulting in altered phagocytosis by microglia (Kalinin et al., 2018). Previous studies also indicated that C5AR1 is involved in alcohol-induced inflammation (Blednov et al., 2005; He and Crews, 2008). Collectively, these results suggest potential mechanisms by which ethanol-induced neuroinflammation may contribute to the early onset of neuropathology associated with FASD.

Microglia play a role in several developmental homeostatic functions, including synapse development, plasticity, and maintaining the health of neurons, which are altered in FASD (Drew and Kane, 2014). Microglia are the primary resident immune cell in the CNS and become activated in response to a variety of stimuli (Lynch et al., 2010). Ethanol exposure has previously been demonstrated to result in microglial activation and production of pro-inflammatory cytokines and chemokines that may contribute to the neuropathology associated with FASD (Kane et al., 2011; Drew et al., 2015). Activated microglia are responsible for aiding in immune functions including phagocytosis, antigen presentation, and generation of inflammatory cytokines and chemokines (Ransohoff and Perry, 2009; Saijo and Glass, 2011; Ransohoff and Brown, 2012). Our IPA analysis indicated that exposure to ethanol resulted in microgliosis of the brain at both P5 and P6. Microgliosis occurs during pathogenic insults to the CNS (Li and Zhang, 2016). Traditionally, microglia activation has been separated into either an M1 pro-inflammatory phenotype or an M2 anti-inflammatory phenotype (Franco and Fernández-Suárez, 2015; Tang and Le, 2016). However, recent literature suggests that microglia phenotypes do not fit into this simple binary system (Franco and Fernández-Suárez, 2015). Because microglia phenotypes are complex, several microglial phenotypes corresponding to different diseases and physiological states have been described. However, two microglial gene expression profiles appear across multiple studies - homeostatic and neurodegenerative disease associated. Homeostatic microglia are believed to aid in synaptic plasticity and synaptogenesis, neurogenesis, and immune cell recruitment (Butovsky and Weiner, 2018). The neurodegenerative disease related microglia phenotype results from insult to the CNS, and microglia lose their homeostatic signature and gain a chronic inflammatory signature (Holtman et al., 2015; Moore et al., 2015; Paolicelli et al., 2022). Although there are a variety of neurodegenerative diseases, assessment of microglia phenotype during these disease states have identified a common neurodegenerative disease related microglia phenotype (Naj et al., 2014; Moore et al., 2015; Keren-Shaul et al., 2017; Butovsky and Weiner, 2018). When examining microglia phenotypic states in the current study, ethanol induced a phenotypic switch at both P5 and P6 in the cerebellum, resulting in upregulation of neurodegenerative disease associated transcripts. The expression of homeostatic associated genes was not altered at P5 or P6 in the current studies. However, three of the top four most strongly ethanol-downregulated microglial associated molecules at P5 are considered homeostatic molecules (Supplementary Tables 1B, 5A). Additionally, microglia homeostatic associated molecules at P6 trended toward significance. This might suggest ethanol decreases the expression of at least a subset of homeostatic microglial associated transcripts in the current study which could in turn change the phenotype of microglia and alter specific developmental functions.

Astrocytes, like microglia, play a role in immune responses in the CNS and produce cytokines and chemokines, nitric oxide, and reactive oxygen species (Ransohoff and Brown, 2012). Astrocytes also play roles in maintaining the blood brain barrier and neurotransmitter levels, along with regulating energy balance and modulating synaptic plasticity (Santello et al., 2019). They also have a significant immune function, mediating both pro-inflammatory and anti-inflammatory activities in response to CNS insult (Dong and Benveniste, 2001). Astrocyte production of immune mediators is suspected to contribute to neuropathology associated with FASD (Guizzetti et al., 2014; Wilhelm and Guizzetti, 2016). Astrocytes may become reactive in response to various stimuli, resulting in astrogliosis/astrocytosis. During astrogliosis/astrocytosis, astrocytes undergo a phenotypic change which has historically been referred to result in an A1 reactive phenotype characterized as being neurotoxic or an A2 reactive phenotype described as being neuroprotective (Zamanian et al., 2012; Liddelow et al., 2017). However, classifying reactive astrocytes into these two categories does not appear to be adequate. A recent meta-analysis of mouse transcriptomic studies aimed to better categorize astrocyte reactive states (Das et al., 2020). The nomenclature used in this study classified reactive astrocytes as having three different phenotypes; acute injury, chronic neurodegenerative diseases, or pan-injury which has characteristics of both acute injury and chronic neurodegenerative diseases phenotypes (Das et al., 2020). In the current study, at P5, our IPA analysis indicated that ethanol treatment resulted in alterations related to the development of astrocytes, formation of astrocyte precursor cells, and quantity of astrocytes, and at P6, our IPA analysis revealed that ethanol treatment stimulated astrocytosis and gliosis of astrocytes in the cerebellum. These results suggest that 24 h following initial ethanol exposure, astrocyte development and quantity is altered, and after 48 h of ethanol exposure, those astrocytes that are present are becoming reactive. We also revealed that at both P5 and P6, ethanol stimulated an acute injury and pan-injury reactive astrocyte phenotype, with a chronic neurodegenerative diseases phenotype also being seen at P6, but not P5. LPS is known to induce an immune response in the CNS, and was demonstrated to trigger an acute injury astrocyte phenotype (Das et al., 2020). Like LPS, ethanol is believed to trigger immune responses, at least in part, through activation of TLR4 signaling pathways (Blanco et al., 2005; Floreani et al., 2010; Alfonso-Loeches et al., 2014). Therefore, in this model of FASD, it is possible that ethanol stimulates an acute or pan-injury reactive phenotypic state at both P5 and P6, possibly through activation of TLR4. It will be important in the future to define the mechanisms by which ethanol alters astrocyte phenotype and immune responses and how this may contribute to ethanol-induced neuropathology associated with FASD.

Oligodendrocytes generate the myelin sheath which wraps axons to promote the conduction of electrical impulses (Baumann and Pham-Dinh, 2001). Prior to myelination, oligodendrocytes undergo a series of differentiation steps, beginning as OPCs and terminating as mature myelinating oligodendrocytes (Bradl and Lassmann, 2010; El Waly et al., 2014). Studies of children and adolescents with FASD have demonstrated white matter abnormalities, suggesting that ethanol has a long-lasting impact on myelination (Wilhelm and Guizzetti, 2016). During development, OPCs migrate from their origin to their functional site where they differentiate into mature myelinating oligodendrocytes. In rodents, myelin formation occurs abundantly during the first two postnatal weeks; however, OPC differentiation into mature myelinating oligodendrocytes can occur throughout life (El Waly et al., 2014). Ethanol effects on myelination in animal models of FASD have begun to be investigated. Studies have demonstrated that postnatal ethanol exposure in rats resulted in myelin deficits and aberrant eye-blink conditioning, which is a cerebellum-dependent learning task (Rufer et al., 2012). Using a similar postnatal model of FASD, ethanol was demonstrated to decrease both proliferating OPCs and mature oligodendrocytes in the corpus callosum. Interestingly, the effects of ethanol on OPCs depended on the ontogenetic origin of these cells. Furthermore, although OPC and oligodendrocyte numbers recovered by adulthood, the myelin microstructure remained aberrant as determined by diffusion tensor imaging (Newville et al., 2017). Myelin was also aberrant in third trimester models of FASD in sheep (Dalitz et al., 2008) and oligodendrocyte apoptosis was abundant in a third trimester FASD model in macaques (Creeley et al., 2013). We have recently demonstrated that ethanol dysregulated transcripts associated with OPCs, pre-myelinating oligodendrocytes, and mature oligodendrocytes in a postnatal mouse model of FASD in which animals were treated with ethanol from P4-9 and cerebellum isolated at P10 (Niedzwiedz-Massey et al., 2021a). Using the same model, we demonstrated that ethanol decreased the expression of transcripts associated with OPCs and mature oligodendrocytes in the hippocampus (Niedzwiedz-Massey et al., 2021b). In the current study, we evaluated the effects of ethanol on immature oligodendrocyte lineage cells and mature myelinating oligodendrocytes at P5 and P6. Interestingly, at P5, ethanol induced a significant increase in transcripts associated with both immature oligodendrocyte lineage cells and myelinating oligodendrocytes. This increase in the expression of oligodendrocyte related transcripts, particularly those associated with OPCs may result from an initial compensatory response to the toxic effects of ethanol. OPCs are highly proliferative during this stage of development and continue to proliferate until a balanced number of OPCs is reached (Hughes et al., 2013). If this balance is disrupted, perhaps as a response to ethanol, OPCs are triggered to continue proliferation in order to maintain a consistent pool (Hughes et al., 2013). At P6, ethanol did not alter the expression of transcripts associated with early-stage oligodendrocytes but decreased the expression of transcripts associated with mature oligodendrocytes. The decrease in myelin forming oligodendrocyte transcripts seen at P6 could result in decreased myelination observed in FASD. These results suggest that after two days of consecutive ethanol exposure one begins to see a depletion in myelinating oligodendrocytes.

Developmental alcohol exposure is known to affect cell cycle regulation and apoptosis related events (Anthony et al., 2008). At P5, we saw no significant effect of ethanol on transcripts associated with the positive regulation of G1-S transition, and an increase in transcripts involved in negative regulation of this cell cycle phase. Ethanol also decreased the expression of positive regulators and increased the expression of negative regulators of the G2-M phase at P5. Collectively, these data suggest that ethanol negatively impacts G1-S and G2-M transitions at P5. At P6, ethanol increased the expression of transcripts involved in both positive and negative regulation of the G1-S transition. Ethanol did not alter the expression of positive regulators but increased the expression of negative regulators of the G2-M transition at P6. Collectively, these data show no clear effect of ethanol on G1-S transition and a decrease in G2-M transition at P6. During early postnatal development in rodents, cells in the external germinal layer of the cerebellum undergo vast proliferation to generate a substantial pool of cerebellar granule progenitors, which eventually form cerebellar neurons (Miale and Sidman, 1961; Altman, 1997; Li et al., 2002). Additionally, cerebellar interneurons are born and migrate to their final destination to form synaptic connections with Purkinje cells (Schilling et al., 2008; Leto and Rossi, 2012). Our data suggest that early third trimester equivalent ethanol exposure halts cell cycle progression in both the synthesis and mitosis phases, preventing cells from replicating. The accumulation of cells in these phases could result in a potential decrease in the pool of cerebellar granule cells that will eventually form mature neurons while also limiting the generation of interneurons. Having deficits in both granule cells and interneurons of the cerebellum could contribute to the reduced cerebellar volume and aberrant motor function and cognitive deficits seen in individuals with FASD. However, further studies are needed to evaluate this possibility.

The current study demonstrated that ethanol altered the transcriptomic profile in the cerebellum in a postnatal model of FASD. However, there are several limitations in the experimental design which should be considered when interpreting these data. For example, it should be acknowledged that alterations in transcript expression in the current RNASeq analysis will need to be confirmed by RT-PCR analysis. Furthermore, these transcript changes need to be evaluated at the level of protein expression. Increasing the sample size would also add confidence that the observed results will be experimentally reproducible. The levels of alcohol used in the current studies are also relatively high. Future studies are needed to determine transcriptomic changes in mice treated with more moderate levels of ethanol. It also should be acknowledged that some of the transcriptomic changes observed may not result solely or specifically due to ethanol but could result from a more general acute stress response to high doses of ethanol. Future studies are also needed to determine which transcripts and pathways altered by ethanol in these studies may contribute to the pathogenesis of FASD and thus represent potential targets for FASD therapy. We also note that the expression of more transcripts was observed at P5 after a single dose of ethanol than at P6 after two doses of ethanol. Additional studies are needed to determine the potential relevance of these temporal changes in transcriptomic profiles to FASD.

In conclusion, the current studies demonstrate that ethanol has profound effects on the transcriptomic profile in the developing cerebellum, early following initial ethanol exposure which may be critical in the development of FASD. IPA analysis indicated that ethanol likely alters pathways involved in immune signaling and cell cycle. With regard to glia, ethanol induced an increase in transcripts related to a neurodegenerative microglia phenotype along with an increase in transcripts associated with acute and pan-injury reactive astrocyte phenotypes at both P5 and P6 and additionally a chronic neurodegenerative disease astrocyte phenotype at P6 but not P5. Lastly, ethanol induced differing effects in the expression of genes associated with immature oligodendrocyte lineage cells and myelinating oligodendrocytes. These studies may begin to unravel the effects of ethanol during the onset of FASD.

## Data availability statement

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number: GSE226532 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226532).

## Ethics statement

This animal study was reviewed and approved by University of Arkansas for Medical Sciences, Institutional Animal Care and Use Committee (IACUC).

## Author contributions

PD, CK, and AM: conceptualization. KH, JD, and PD: writing—original draft. KH, JD, TR, AM, CK, and PD: writing—review and editing. KH, JD, and TR: investigation and visualization. KH and JD: formal analysis. PD and AM: supervision. All authors had access to the data for the study, made substantial contributions to the manuscript, approved the submitted version of the manuscript, and take responsibility for the accuracy and integrity of the data.

How the deposited data were processed for this re-analysis (not part of the article)

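Poly(A) RNA of the cerebellum was sequenced from 24 neonatal mice, 12 given ethanol and 12 given vehicle. The deposited values are estimated counts per gene, which the authors made from the reads with the nf-core/rnaseq pipeline; the submitters' processing notes name STAR, Salmon, limma and GRCm39 without versions, and the annotation release and the strand setting are not given in the sources used here. The authors then worked on log2 CPM with a filter on low counts, TMM and limma; those values are not analysed here. The table has 55416 gene rows under 53819 distinct names, 1597 rows share a name with an earlier row and were kept apart under a numbered name, and 20376 rows are at 0 in every library. Of 1329984 values, 10.918% are further than 0.01 from a whole number, so counts were rounded first. All columns matched a label by animal number (0 were left unmapped).

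Treatment came from the labels. Age, sex and litter of each animal are not given there, in the paper's text or in its supplementary table, so the 24 animals were compared as 12 Ethanol against 12 Control over P5 and P6, and comparisons within an age were not run. The animal numbers fall into 6 runs of 4 (2 Ethanol and 2 Control). The paper drew 1 male and 1 female of each treatment from each of 6 litters, which matches the runs in number and, by Xist, in sex. No source used here ties an animal number to a litter, so runs were used only as a technical grouping. Each library comes from its own animal by label.

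Genes were filtered with edgeR's filterByExpr, which left 17736, scaled by TMM (factors 0.9822 to 1.013) and tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust estimation, glmQLFTest, 22 residual degrees of freedom) with adjusted p under 0.05 as threshold; a log2 fold change of 0.5 was applied where the paper applies it. The standard error of a log2 fold change was taken from the F statistic. Gene lists were those of Tables S1A, S1B, S2, S3, S5A and S5B and further lists of pathways and cell type markers written from general knowledge before the data were examined; list names were matched to the table by symbol, then by synonym. For each of 49 lists the number of genes past the threshold was counted and the list was tested with camera and fry of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01). For the paper's lists and 4 lists of cell cycle regulators, z-scores of log2 CPM were averaged per animal and compared by a two-sided permutation test with 100000 resamples in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, over all members and, as the paper does, over members past the test; the smallest p is 1e-05. The paper used Student's t-test. Principal components were taken of centred log2 CPM. Plots were drawn with matplotlib 3.10.9.

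The genes named were set by a rule before the data were examined: 9 genes that the paper's text names (Spp1, Ccl3, C5ar1, C3ar1, Msr1, Cd14, Ccl2, Fos and Jun), each member past the test in the microglia state lists of Table S1B, the 10 highest and 10 lowest log2 fold changes among genes with a mean log2 CPM of at least 0 whose direction at least 10 of 12 Ethanol animals share, and up to 4 genes with the smallest p in each direction in each list, or the 2 of highest expression where none passed. The text draws its examples from these. Cd44 and Tlr4, which the paper's discussion also names, were missing from the rule, and they and Cd34 were added after their values were seen. The fold changes in Tables S5A and S5B had been seen when the rule was written.

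The test was checked on simulated counts for 12 against 12 animals with the means and library sizes of the real ones (17599 genes tested). It recovered 93.94% of genes changed by a factor of 0.5, 90.91% at 0.667, 81.82% at 0.8, 70.59% at 1.25, 97.06% at 1.5 and 96.97% at 2. It called 10 of 17486 unchanged genes (0.0576%). Each factor was given to only 33 or 34 genes. Recovery was not split by expression level, so it does not speak for genes of low counts. At 26982510 to 38804909 counts per animal, libraries differed beyond sampling noise on average. The lowest mean chi-square of a pair was 5.623 per gene, where sampling noise gives 1. Whether counting error or the spread between animals limits most genes was not tested.

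Alternatives fixed before the data were examined were limma-trend, limma-voom, DESeq2 1.42.0, RLE and upper-quartile factors, no filter and a stricter filter (1 CPM in 12 libraries), the runs as a block, 3 surrogate variables from svaseq (sva 3.50.0), leaving out each animal and each run, other settings of the set tests, z-scores and components. Added after the data were seen were leaving out the 4 libraries low in Ttr (log2 CPM under 4) and a choroid plexus score as covariate. IPA, the paper's Gene Ontology lists of the cell cycle and Tables S6 and S7 are not analysed here. No coordinates are given, because the reference in use here is of another build than GRCm39.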

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

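In this part the tests of the choroid plexus and microglial patterns, of a swap of single animals in run 5 and of shuffled runs, and the comparison without the 4 libraries low in Ttr, were chosen after the result was seen; the gene lists with their set tests, the comparison of runs with its leave-outs and the test of fully exchanged labels in run 5 were set before.

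Genes outside those that the paper discusses also changed. Of 30 genes of the integrated stress response and the unfolded protein response, 17 were higher with ethanol, 1 was lower and 12 did not pass the test (19 higher and 1 lower when adjusted over the list alone; camera adjusted p = 1.09e-07, and adjusted p = 0.0373 with an estimated correlation). Mthfd2, an enzyme of mitochondrial folate metabolism, had a log2 fold change of 0.84 (SE 0.09, adjusted p = 5.09e-06), Sesn2, a stress-induced inhibitor of mTORC1, one of 0.50 (SE 0.08, adjusted p = 9.97e-05), and Ppp1r15a, the phosphatase subunit that ends the response, one of -0.20 (SE 0.05, adjusted p = 0.00840), with an adjusted p of 0.0586 without run 1 of the animal numbers. Of 24 p53 targets, 7 were higher, 1 was lower and 16 did not pass (7 and 1 when adjusted over the list alone; camera adjusted p = 0.0187, lost with an estimated correlation at adjusted p = 0.183); Eda2r, a receptor of the TNF family, had a log2 fold change of 0.35 (SE 0.06, adjusted p = 0.000129) and Mdm2, the ligase that degrades p53, one of 0.13 (SE 0.03, adjusted p = 0.00298). Of 19 glucocorticoid response genes, 5 were higher, none was lower and 14 did not pass (6 higher when adjusted over the list alone; camera adjusted p = 0.00223, lost with an estimated correlation at adjusted p = 0.376), among them Tsc22d3, the GILZ gene, at 0.16 (SE 0.04, adjusted p = 0.00619).

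Choroid plexus transcripts were nearly absent from the 4 libraries Ethanol X4568, Ethanol X4766, Control X4761 and Control X4770. Low depth is argued against, since the lowest of their total counts is 88.6% of the median library, and so is ethanol, since 2 of the 4 are Control libraries. Of the 11 other choroid plexus markers tested, 9 have their 4 lowest values in these libraries, against 201 of 17724 other genes, so a dissection without choroid plexus is a candidate explanation. Age alone is argued against, since the paper's design splits the 24 animals evenly between the ages and only these 4 libraries nearly lack Ttr. Their Ttr stood at 1.15 to 3.57 CPM, and that of the other 20 libraries at 322 to 5050 CPM. The next lowest were Ethanol X4765 at 322 CPM and Control X4768 at 712 CPM, which with X4766 and X4770 make up run 6 of the animal numbers. Another difference between animals or between runs stays open and was not tested.

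Microglial markers moved both ways: 6 of 18 were higher, and 2, Siglech and P2ry12, were lower. More microglia per cerebellum would raise every marker, and the 2 lower ones argue against it as the whole cause. These 2 markers are also the pattern that prompted the test. The adjusted p of P2ry12 was 0.0707 without run 2 and 0.0508 without run 3 of the animal numbers. Border macrophages or monocytes could add transcripts, as 4 of their 13 markers were higher, Cbr2 and Cd163 among them; the list's adjusted p of 0.375 with an estimated correlation leaves this open and it cannot be told apart here from a change of state in microglia. Cd163, a scavenger receptor of such macrophages, had a log2 fold change of 0.53 (SE 0.15, adjusted p = 0.0149), and its adjusted p was 0.0623 without the 4 libraries low in Ttr, and 0.0595, 0.0521 and 0.071 without runs 1, 3 and 5. A change of state, which the paper describes, was not tested against it.

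For 12 genes the effect of ethanol differed between the 6 runs of animal numbers (edgeR, test of the interaction). Run 1 held the largest difference for 11 of them; for Cd34, an endothelial and progenitor cell antigen with the smallest p of the 12, named after its values were seen, it was -0.80, -0.21, -0.27, -0.14, 0.36 and 0.03 in runs 1 to 6 (log2 CPM, Ethanol minus Control, 2 animals each; adjusted p = 0.295 over all runs and 0.0215 without run 5), Gfap was higher by 1.91, 1.14, 1.58, 1.05, 0.12 and 0.66, and Serpina3n by 2.86, 1.85, 2.36, 1.74, -0.02 and 1.21. Exchanged labels in run 5 would reverse most signs and are argued against, as 90% of 200 strongly changed genes kept their sign there. The share was 92.5% to 99.5% in the other runs, so run 5 had the lowest share of the 6 runs. The genes were chosen for a strong change, and why run 5 was lowest was not tested. A swap of 1 animal of each group is argued against too. On the mean z-score of those genes, 0 is midway between the groups of the other runs. The Ethanol animals of run 5 scored 0.685 and 0.329 and its Control animals -0.374 and -0.586. Of 50 groupings, the real one included, 3 gave as many genes, so chance could account for it; the highest other gave 52, and a grouping with several times 12 genes points to some structure of the samples, which was not tested. Without run 1 there was 1 such gene, not of the 12, without run 4 there were 6 and without run 6 there were 21; age and litter, which the labels do not give, stay open.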

How the results depend on the processing

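Leaving out the libraries low in Ttr and the choroid plexus covariate were chosen after the data were seen; all other alternatives were set beforehand. Of 892 alternative values of the comparisons and list results, 830 kept their side of the threshold (counts within 1.5 times). Of the others, 22 were no longer past it, 8 came past it, 32 counts or values moved further and 0 reversed while past it. A value not past the threshold could change its sign and still count as kept. The chronic astrocyte score over all members, for example, was -0.00911, and 0.0183 with the median z-score. Components were compared by adjusted p alone. The stricter filter removes genes near the floor by its construction, leaving 100 higher and 40 lower genes past a log2 fold change of 0.5. The cause of the other changes was not tested.

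Lower genes numbered 662 with no filter (164 past 0.5), 1582 with surrogate variables and 612 without the 4 libraries. With surrogate variables 15 COP, 76 MFOL and 42 acute injury genes passed, and with no filter 10 homeostatic ones. With an estimated correlation camera gave adjusted p = 0.712 for COP, 0.214 for the microglia associated genes, 0.569 for positive regulators of G2-M, 0.828 for G2-M phase transcripts, 0.183 for p53 targets, complement and astrocyte markers alike, 0.376 for the glucocorticoid response, 0.111 for immediate early genes, 0.546 for mitochondrially encoded genes, 0.375 for border macrophages and for red blood cells, and 0.194 for endothelial cells and for pericytes. Fry gave 0.0695 for positive regulators of G2-M, 0.286 for G2-M phase transcripts, 0.0582 for mitochondrially encoded genes, 0.159 for COP and 0.0302 for Purkinje cells. Without the 4 libraries camera gave 0.0875 for mitochondrially encoded genes, 0.00366 for meninges and 0.036 for choroid plexus, and the MOL score became -0.687, now past the threshold (adjusted p = 0.0435). Median z-scores of members past the test gave 0.156 for negative regulators of G1-S, no longer past the threshold (adjusted p = 0.259), and 0.562 for the chronic astrocyte list, now past it (adjusted p = 0.00635). The second component had adjusted p = 0.0001 at unit variance, and the fourth 0.626 there and 0.786 with 500 genes.

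Leaving out 1 animal or 1 run of 4, higher genes ranged from 1103 to 1818 and lower ones from 499 to 1438; past 0.5, from 133 to 184 and from 85 to 129. Genes past the test ranged from 133 to 208 for microglia, 7 to 17 homeostatic, 19 to 27 neurodegenerative, 41 to 76 astrocyte, 16 to 36 acute, 20 to 31 pan-injury, 42 to 78 OPC, 5 to 13 COP and 24 to 56 MFOL, and genes that differ between runs from 1 to 21. The single animals that moved a count by over 1.5 times did so for the 17 homeostatic genes: Control X4686 (9), X4677 (10), X4570 and X4697 (11), and Ethanol X4692, X4758 and X4760 (11).

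The runs of animal numbers were fitted as a replicate block: 1982 genes were higher and 1363 lower, of which 2618 in all are among the 2636 of the fit without it, and camera then gave adjusted p = 0.0319 for Purkinje cells and 0.0134 for microglia markers; no other call of a list or score changed. Animals of 1 run do not deviate together throughout (correlations of -0.114, 0.266, 0.181, 0.22, 0.0176 and 0.539), while 10 of 24 libraries correlate best with one of their own run and 11 of 24 do so against the other group, where an even draw would give 3.13 and 4.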

Differences from the paper's values

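The paper's counts are for P5 or P6 with 6 animals per group, and those here for both ages together with 12, so the groups here are wider. Thresholds are the paper's.

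Past an adjusted p of 0.05 and a log2 fold change of 0.5, 265 genes changed here, against the paper's 2440 at P5 and 1348 at P6. Of these, 159 were higher here, against the paper's 1419 and 840, and 106 lower, against the paper's 1021 and 508. None of the alternatives set before the data were examined brings these 3 counts within 1.5 times of the paper's, limma-trend, the nearest to the paper's test, included. Without the fold change threshold, 2636 genes passed here, 1608 higher and 1028 lower, within 1.5 times of the paper's P5 counts.

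Of microglia associated genes 196 passed here against the paper's 105 at P6; without runs 1, 3 and 4 of the animal numbers the counts are 133, 141 and 139, within 1.5 times, and under the other alternatives set before the data were examined they are not. For astrocyte genes 60 passed here against the paper's 33 at P6; no filter (44) and leaving out Ethanol X4568 (49) or runs 1, 3 and 4 (48, 47 and 41) come within 1.5 times, and the others do not. For OPC genes 61 passed here against the paper's 32 at P6; no filter (46) and leaving out runs 1, 3 and 4 (44, 42 and 42) come within 1.5 times, and the others do not. For MFOL genes 42 passed here against the paper's 24 at P6; no filter (32) and leaving out Control X4685 (35), Control X4686 (33), Ethanol X4692 (36) or runs 1, 3, 4 and 5 (31, 24, 27 and 35) come within 1.5 times, and the others do not. Leaving out the 4 libraries low in Ttr, chosen after the values were seen, gives 48 OPC and 35 MFOL genes, also within 1.5 times; how many of the paper's own called genes this drops is not analysed here. For COP genes, 9 passed here against the paper's 14 at P5 and 3 at P6. DESeq2, limma-voom and the stricter filter (10 each), the block of runs (13), surrogate variables (15) and leaving out Ethanol X4760 (10), Control X4761 (10), Control X4768 (13) or runs 5 and 6 (10 and 11) come within 1.5 times of the P5 count, while limma-trend, RLE and upper-quartile factors, no filter and the other leave-outs do not, and none comes within 1.5 times of the P6 count.

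The paper describes its first and second components as those that separate the treatments at each age. Over both ages here it is the third (permutation test, adjusted p = 0.00025) and, near the threshold, the fourth (adjusted p = 0.0445). With unit variance it is the second (adjusted p = 0.0001) and the third (adjusted p = 0.0311). The paper reports no significant change of homeostatic microglia genes, with P6 close to significance. It proposes that ethanol might lower some of them. Over members past the test the score here was higher with ethanol by 0.312 (adjusted p = 0.0256), and over all members by 0.0912 (adjusted p = 0.847). Scores over members past the test, here and in the next comparisons, are not independent evidence, since the members were chosen on the same animals. The paper reports an increase of acute injury astrocyte genes; over members past the test the score here was higher by 0.407 (p = 1e-05, the smallest the permutations can give), and over all members it was -0.0212 (adjusted p = 0.885). The paper reports increases of negative regulators of both cell cycle transitions; over all members of the lists used here, which are not the paper's, the differences were 0.24 for G1-S (adjusted p = 0.172) and 0.194 for G2-M (adjusted p = 0.247), and over members past the test 0.224 (adjusted p = 0.0394) and 0.657 (adjusted p = 2.8e-05).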

Other observations

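The splits of the animals and the comparison without the 4 libraries low in Ttr were chosen after results were seen; the gene lists were not.

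Genes of phagocytosis and the lysosome were higher in Ethanol animals: of 28, 18 were higher, 1 was lower and 9 did not pass the test (19 and 1 when adjusted over the list alone; camera adjusted p = 4.74e-10, and adjusted p = 0.0373 with an estimated correlation). Tyrobp, a signaling adaptor of myeloid receptors, had a log2 fold change of 0.39 (SE 0.07, adjusted p = 0.000305), Gpnmb, a glycoprotein of lipid-laden phagocytes, one of 1.06 (SE 0.22, adjusted p = 0.00263), and Ctsb, the lysosomal protease cathepsin B, one of 0.15 (SE 0.03, adjusted p = 0.000782). The lower gene was Cd36, a fatty acid and scavenger receptor also made by endothelial cells, at -0.60 (SE 0.14, adjusted p = 0.00487). Of 23 immediate early genes, 9 were higher and 14 did not pass (12 higher and 1 lower when adjusted over the list alone; camera adjusted p = 7.51e-05, lost with an estimated correlation at adjusted p = 0.111). Fosl2 was higher at 0.42 (SE 0.08, adjusted p = 0.000494), Zfp36, which speeds the decay of cytokine mRNAs, at 0.50 (SE 0.09, adjusted p = 0.000369), and Junb at 0.50 (SE 0.12, adjusted p = 0.00583). Fos, 1 of the AP-1 genes that the paper reports as increased at P5, had 0.62 (SE 0.17, adjusted p = 0.0135) over both ages, with an adjusted p of 0.105 without run 1 and 0.066 without run 3 of the animal numbers, and Jun had 0.10 (SE 0.04, adjusted p = 0.146). Ccl2, which the paper reports at P5, had a log2 fold change of 1.46 (SE 0.27, adjusted p = 0.000686), higher than the Control median in 11 of 12 Ethanol animals. Its level was low, at 0.246 ± 0.092 CPM in Control and 0.690 ± 0.402 CPM in Ethanol animals (SD, n = 12 each). Cd44, a receptor for osteopontin and hyaluronan, and Tlr4, the receptor for bacterial lipopolysaccharide, which the paper's discussion names and whose values were seen before they were chosen, had log2 fold changes of 0.47 (SE 0.08, adjusted p = 0.000251) and 0.37 (SE 0.12, adjusted p = 0.0411). The call of Tlr4 ended with limma-trend (adjusted p = 0.0582), with limma-voom (adjusted p = 0.0601), with no filter (adjusted p = 0.082), without each of runs 1, 3, 4 and 5 (adjusted p = 0.0939, 0.0907, 0.134 and 0.0744), and, at adjusted p = 0.05 to 0.0777, without any 1 of Ethanol X4568, X4569, X4674, X4683, X4692, X4694, X4758, X4760 and X4765 and Control X4570, X4677, X4679, X4685, X4686, X4695, X4697 and X4761.

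Several markers of blood vessels were lower. Of 16 endothelial markers, 6 were lower, Tie1, an endothelial kinase, at -0.23 (SE 0.04, adjusted p = 0.000258) and Cdh5, the VE-cadherin of vessel junctions, at -0.24 (SE 0.05, adjusted p = 0.00206) among them, and 2 were higher, Ly6c1 at 0.60 (SE 0.13, adjusted p = 0.00258) and Ly6a at 0.85 (SE 0.23, adjusted p = 0.0138), the last with an adjusted p of 0.0807 without run 1; 8 did not pass (camera adjusted p = 0.00223, lost with an estimated correlation at adjusted p = 0.194). Of 11 pericyte and smooth muscle markers, 3 were lower, none was higher and 8 did not pass (3 lower when adjusted over the list alone; camera adjusted p = 0.00539, lost with an estimated correlation at adjusted p = 0.194); Rgs5, a pericyte regulator of G protein signaling, had -0.23 (SE 0.03, adjusted p = 7.27e-05). Of 15 markers of meninges and fibroblasts, 3 were lower and none was higher (3 when adjusted over the list alone; camera adjusted p = 0.0774, and 0.00366 without the 4 libraries low in Ttr), Lum, the collagen-binding lumican, at -0.65 (SE 0.14, adjusted p = 0.00274) among them. Of 8 red blood cell genes, 1 was lower (1 when adjusted over the list alone), Slc4a1, the anion exchanger of erythrocytes, at -1.12 (SE 0.25, adjusted p = 0.00274) (camera adjusted p = 0.00419, lost with an estimated correlation at adjusted p = 0.375). None of 12 choroid plexus markers passed in edgeR, DESeq2, limma-trend or limma-voom, and 0 had an unadjusted p under 0.05 in edgeR (camera adjusted p = 0.59, and 0.036 without the 4 libraries low in Ttr). In astrocytes and Bergmann glia, Sox9, a glial transcription factor, was higher at 0.24 (SE 0.04, adjusted p = 0.000220), and Gdf10, a growth factor of Bergmann glia, lower at -0.25 (SE 0.04, adjusted p = 0.000395).

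Some transcripts of dividing cells were lower. Of 49 G2-M phase transcripts, 9 were lower and 1 higher (15 and 2 when adjusted over the list alone; camera adjusted p = 0.00436, lost with an estimated correlation at adjusted p = 0.828), and of 16 positive regulators of G2-M, 4 were lower and none was higher (4 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.00894, lost with an estimated correlation at adjusted p = 0.569). Ccnb2, a mitotic cyclin, had -0.24 (SE 0.05, adjusted p = 0.00226) and Mta3, a subunit of the NuRD complex, -0.13 (SE 0.03, adjusted p = 0.00132). Of 40 S phase transcripts, 4 were higher and 5 lower (5 and 11 when adjusted over the list alone; camera adjusted p = 0.337). Of 26 positive regulators of G1-S, 5 were higher and 1 lower (6 and 1 when adjusted over the list alone), with a median below 0 and a mean above 0 (camera adjusted p = 0.928); Myc had 0.41 (SE 0.06, adjusted p = 4.28e-05) and Mycn 0.26 (SE 0.04, adjusted p = 0.000281). Mean z-scores over all members lay below the Control median in 10 of 12 Ethanol animals for positive regulators of G2-M and in 12 of 12 for MOL genes. They differed between Ethanol and Control by -0.556 for positive regulators of G2-M (adjusted p = 0.156), -0.0234 for those of G1-S (adjusted p = 0.94), -0.00911 for chronic astrocyte genes (adjusted p = 0.94), -0.041 for OPC (adjusted p = 0.885), 0.296 for COP (adjusted p = 0.24), 0.143 for NFOL (adjusted p = 0.885), -0.512 for MOL (adjusted p = 0.175, and -0.687 with adjusted p = 0.0435 without the 4 libraries low in Ttr) and 0.0371 for MFOL genes (adjusted p = 0.885). Over members past the test, which is not independent evidence, they were -1.23 (adjusted p = 2.8e-05), 0.994 (adjusted p = 7e-05), 0.221 (adjusted p = 0.11; 0.562 with the median z-score, adjusted p = 0.00635), 0.0567 (adjusted p = 0.395) and 0.291 (adjusted p = 0.000202) for positive regulators of G2-M and G1-S, chronic astrocyte, OPC and MFOL genes, and for COP genes the scores were 0.624 ± 0.436 in Ethanol and -0.624 ± 0.681 in Control animals (SD, n = 12 each, adjusted p = 4e-05).

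Other lists did not stand apart from all other genes or did so weakly. Of 13 mitochondrially encoded genes, 3 were lower and none was higher (4 lower when adjusted over the list alone; camera adjusted p = 0.0356, lost with an estimated correlation at adjusted p = 0.546). Of 14 heat shock genes 1 was lower (camera adjusted p = 0.786, none when adjusted over the list alone), of 15 NRF2 and metallothionein genes 1 was higher (0.695; median below and mean above 0), of 24 hypoxia and glycolysis genes 1 was higher (0.594), of 24 cholesterol synthesis genes 1 was higher and 2 lower (0.819; lower in camera with median and mean above 0) and of 14 sonic hedgehog targets 3 were higher (0.928; median below and mean above 0, and 4 higher and 4 lower when adjusted over the list alone). The camera adjusted p was 0.702 for granule cell progenitors (2 of 14 higher, 1 lower), 0.16 for granule neurons (2 of 15 higher), 0.0529 for Purkinje cells (3 of 15 lower), 0.237 for interneurons (2 of 14 higher), 0.164 for the oligodendrocyte lineage (2 of 17 higher) and 0.631 for brainstem and midbrain (1 of 8 higher; median below and mean above 0). The Purkinje list was called lower with the runs of animal numbers as a block (camera, adjusted p = 0.0319) and by fry (adjusted p = 0.0302). With an estimated correlation camera did not call it (adjusted p = 0.434).

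Other splits of the 24 animals into groups of 12 were tried to see whether chance gives as many changed genes. Of 100 splits, the real one included, 1 gave as many genes as the treatment, itself, for 2636 genes past the threshold (highest other 868), 265 past a log2 fold change of 0.5 (118), 196 microglia (31), 17 homeostatic (5), 24 neurodegenerative (5), 25 acute injury (5), 28 pan-injury (2), 7 chronic (3), 61 OPC (30), 9 COP (5) and 42 MFOL genes (22). No other split tried reached these counts, which argues against chance for the number of changed genes. A list's count follows the number of genes called in the same split, so this does not set a list apart from other genes. For MOL the count was 1 gene, the highest other 0 and 1 of 100 splits as large, and 1 gene does not speak for the list. The split with 868 genes has 8 Ethanol animals in one of its groups. Xist stood at a log2 CPM of at least 9.65 in 12 libraries, 1 Ethanol and 1 Control library in each run of animal numbers, and at no more than 0.0984 in the other 12.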
